# Social regulation of gene expression in human leukocytes

**DOI:** 10.1186/gb-2007-8-9-r189

**Published:** 2007-09-13

**Authors:** Steve W Cole, Louise C Hawkley, Jesusa M Arevalo, Caroline Y Sung, Robert M Rose, John T Cacioppo

## Abstract

**Background:**

Social environmental influences on human health are well established in the epidemiology literature, but their functional genomic mechanisms are unclear. The present study analyzed genome-wide transcriptional activity in people who chronically experienced high versus low levels of subjective social isolation (loneliness) to assess alterations in the activity of transcription control pathways that might contribute to increased adverse health outcomes in social isolates.

**Results:**

DNA microarray analysis identified 209 genes that were differentially expressed in circulating leukocytes from 14 high- versus low-lonely individuals, including up-regulation of genes involved in immune activation, transcription control, and cell proliferation, and down-regulation of genes supporting mature B lymphocyte function and type I interferon response. Promoter-based bioinformatic analyses showed under-expression of genes bearing anti-inflammatory glucocorticoid response elements (GREs; *p *= 0.032) and over-expression of genes bearing response elements for pro-inflammatory NF-κB/Rel transcription factors (*p *= 0.011). This reciprocal shift in pro- and anti-inflammatory signaling was not attributable to differences in circulating cortisol levels, or to other demographic, psychological, or medical characteristics. Additional transcription control pathways showing differential activity in bioinformatic analyses included the CREB/ATF, JAK/STAT, IRF1, C/EBP, Oct, and GATA pathways.

**Conclusion:**

These data provide the first indication that human genome-wide transcriptional activity is altered in association with a social epidemiological risk factor. Impaired transcription of glucocorticoid response genes and increased activity of pro-inflammatory transcription control pathways provide a functional genomic explanation for elevated risk of inflammatory disease in individuals who experience chronically high levels of subjective social isolation.

## Abstract 2

Analysis of differentially expressed in circulating leukocytes from people who chronically experienced high versus low levels of subjective social isolation (loneliness) revealed over-expression of some anti-inflammatory genes and under-expression of some pro-inflammatory genes.

## Background

A large body of epidemiological research has linked characteristics of the social environment to human physical health [1,2], but the genomic mechanisms of these effects remain largely unexplored. One of the most robust social risk factors involves the number and quality of an individual's close personal relationships. People who are socially isolated have increased risk of all-cause mortality [1,2], and several specific infectious, neoplastic, and cardiovascular diseases [3-6]. The biological basis for these epidemiological findings is poorly understood, in part because it is unclear whether the effects of social isolation stem predominantly from the objective deprivation of instrumental social support (for example, physical, cognitive, or economic assistance), or from the biological consequences of the experienced threat and dysphoria associated with subjective social isolation (that is, loneliness). Few epidemiological studies have clearly distinguished between objective and subjective social isolation, but among those that have, some evidence supports a significant contribution from each aspect [1,5,7-10]. However, the physiological signaling pathways by which these dynamics impact the pathobiology of disease remain poorly understood.

Experimental manipulation of social contact in animals can activate neuroendocrine signaling pathways [11-14], which have the potential to regulate gene expression in both pathogens (viruses, bacteria, tumors) and host immune responses [4,14-26]. No experimental studies have analyzed the transcriptional impact of chronic social isolation in humans, but data from observational studies suggest that subjective social isolation (loneliness) is associated with increased circulating levels of the stress hormone cortisol [27-30]. This adrenal glucocorticoid can regulate a wide variety of physiological processes via nuclear hormone receptor-mediated control of gene transcription [31]. Cortisol activation of the glucocorticoid receptor (GR) exerts broad anti-inflammatory effects by inhibiting nuclear factor (NF)-κB/Rel transcription factors and other pro-inflammatory signaling pathways (for example, the Janus kinase-signal transducer and activator of transcription (JAK/STAT) and interferon response factor (IRF) signaling) [32,33]. However, increased cortisol levels in chronically lonely individuals is paradoxical in light of the fact that most isolation-linked diseases are driven by increased inflammation (for example, lentiviral replication, atherosclerosis, and solid tissue malignancies) [34-36]. Given the broad anti-inflammatory effects of glucocorticoids, chronically lonely people with elevated cortisol levels should be relatively protected from inflammation-mediated disease rather than having the increased risk empirically observed.

One possible explanation for inflammation-related disease in individuals with high cortisol levels involves functional desensitization of the GR pathway that mediates transcriptional response to glucocorticoids. Several molecular mechanisms have been shown to render cells insensitive to the anti-inflammatory effects of glucocorticoids *in vitro*, including decreased expression of the GR *NR3C1 *gene, post-translational modification of GR protein, increased expression of GR antagonists, and decreased activity of GR transcription cofactors [37]. In both human and animal models, prolonged stress has been linked to reduced cellular expression of *NR3C1 *and increased cellular resistance to glucocorticoid inhibition of pro-inflammatory cytokine responses [37-40]. It is conceivable, therefore, that pro-inflammatory signaling persists in socially isolated people with high cortisol levels because impaired GR-mediated signal transduction prevents the cellular genome from effectively 'hearing' the anti-inflammatory signal sent by circulating glucocorticoids.

The present study utilizes an *in vivo *genomics-based strategy to identify genes that are differentially expressed in the immune system of people who experience chronically high levels of subjective isolation (loneliness), and to define the upstream transcription-control pathways that mediate those differences. Bioinformatic analyses of differentially expressing promoters [41,42] test the specific hypotheses that immune cells from high-lonely individuals show *in vivo*, under basal physiological conditions: 1.) decreased activity of the anti-inflammatory glucocorticoid transcription control pathway; and 2.) increased activity of the pro-inflammatory NF-κB/Rel pathway. Results reveal a distinct 'transcriptional fingerprint' of experienced social isolation that includes genomic indications of immune activation, and a reciprocal shift in the activity of pro- and anti-inflammatory transcription control pathways that shape global gene expression in the human immune system.

## Results

### Sample characteristics

Global gene transcription profiles were assessed in circulating leukocytes from 14 individuals participating in the population-based Chicago Health Aging and Social Relations Study (CHASRS) [43]. Individuals experiencing high levels of subjective social isolation were identified by scores in the top 15% of the UCLA Loneliness Scale, and an age-, gender-, and race-matched comparison group of individuals experiencing subjective social integration was defined by Loneliness scores in the bottom 15% [28]. Table 1 provides demographic characteristics of each group, along with medical, behavioral, and psychosocial characteristics. This sample was composed of older American adults (median age 55 years), with diverse ethnic backgrounds (50% Anglo-American, 43% African-American, and 7% Hispanic/Latino), and varying socioeconomic status (median household income of $62,500 per year, range $25,000 to $150,000). A majority of study participants were female (78% female, 22% male), and measured levels of loneliness were stable over the 3 years prior to this gene expression analysis (1-year test-retest correlations averaged *r *= 0.90; intraclass correlation over all 3 years = 0.937, *p *< 0.0001). Sample selection procedures generated the expected difference in average levels of experienced social isolation (difference in UCLA Loneliness scores, *p *= 0.0002; Table 1). High-lonely participants did not differ from low-lonely controls on any of the medical or behavioral dimensions analyzed, but they were slightly younger (4 year difference, *p *= 0.011), had a lower household income (median $45,000 per year versus $87,500, *p *= 0.010), and reported higher levels of perceived stress (*p *= 0.023) and depressive symptoms (50% ≥ CEpidemiologic Studies Depression scale (CESD) cut-point of 10 versus 0% of controls, *p *= 0.038). These demographic and psychological differences were treated as potential confounders in subsequent analyses.

**Table 1:** Demographic, medical, behavioral, and psychosocial characteristics of study participants

Characteristic	Integrated	Isolated
**Demographic**		
Gender (% female)	75.0%	83.3%
Age (mean ± SD years)	57.5 ± 3.3	53.5 ± 1.5
Ethnicity		
Anglo-American	62.5 %	33.3 %
African-American	25.0 %	66.7 %
Hispanic	12.5 %	0.0 %
Household income (mean ± SD × $10,000 yearly)	91.6 ± 39.2	42.5 ± 17.2
Marital status (% married)	63.5 %	50.0 %
**Medical**		
Body mass index (mean ± SD)	31.8 ± 6.3	34.2 ± 7.5
Coronary artery disease (% diagnosed)	12.5 %	16.7 %
High blood pressure (% diagnosed)	50.0 %	66.7 %
Diabetes (% diagnosed)	12.5 %	33.3 %
Kidney disease (% diagnosed)	12.5 %	33.3 %
Liver disease (% diagnosed)	0.0 %	0.0 %
Respiratory disease (% diagnosed)	12.5 %	0.0 %
Anti-inflammatory medications (% prescribed)	25.0 %	33.3 %
Statin medications (% prescribed)	25.0 %	33.3 %
Anti-diabetic medications (% prescribed)	12.5 %	33.3 %
Beta-blocker medications (% prescribed)	12.5 %	33.3 %
Psychotropic medications (% prescribed)	12.5 %	16.7 %
**Behavioral**		
Regular exercise (% reporting)	100.0 %	100.0 %
Alcohol consumption (mean drinks/week ± SD)	2.6 ± 4.1	1.8 ± 3.3
Smoking (% smokers)	0.0 %	0.0 %
**Psychosocial**		
UCLA Loneliness (mean ± SD)	29.9 ± 5.1	46.0 ± 5.6
Depressive symptoms (CESD mean ± SD)	1.9 ± 2.8	15.3 ± 11.9
Stress (Perceived Stress Scale mean ± SD)	7.5 ± 6.6	15.8 ± 5.3
Hostility (Cook-Medley Hostility Inventory mean ± SD)	11.1 ± 7.0	17.2 ± 8.2

SD, standard deviation.

### Differential gene expression

To assess leukocyte transcriptional alterations associated with chronic loneliness, we carried out global gene expression profiling using Affymetrix U133A high-density oligonucleotide arrays to survey 22,283 mRNA transcripts. 

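The RNA came from peripheral blood mononuclear cells, the lymphocytes and monocytes of the blood, a preparation in which platelets, red cell precursors and granulocytes can also be found. Each of 8 low-lonely and 6 high-lonely individuals gave 1 array, so n counts people. Each transcript on the array is read by a set of short probes near the 3' end of an mRNA, and a gene can have several such probe sets. The values analyzed were those the authors deposited, which had been background-corrected, quantile-normalized and summarized per probe set by robust multiarray averaging (RMA) on the log2 scale. The table held 22283 probe sets, 68 of them Affymetrix control probe sets. Of these, 19071 named 1 gene, 1043 named several and 2169 named none, and a gene is named here only from a probe set of the first kind. Array medians lay between 5.67 and 5.72, pairs of arrays correlated at Pearson r values of 0.979 to 0.993 across transcripts, and no array was left out. Group differences were computed as the mean log2 value of the high-lonely arrays minus that of the low-lonely arrays, and the ratio is that difference on the linear scale. A transcript counted as over-expressed at a ratio of 1.30 or more and as under-expressed at a ratio of 0.70 or less once rounded to 2 decimals. Single values were tested by an exact 2-sided permutation test over the 3003 ways to split 14 arrays into 8 and 6, which cannot give a p below 0.000333. All 22215 transcripts other than controls were also tested with limma and adjusted by the Benjamini-Hochberg method. The criterion, the tests and 24 gene lists were fixed before the deposited values were examined. The criterion follows the paper, and several lists hold genes that the study names from these arrays. Counts over those lists are therefore not fully independent of the study's choice. RNA quality was read from control probe sets: the log2 value of the 3' GAPDH probe set minus that of the 5' probe set, which grows as RNA is shortened, was 0.31 ± 0.11 (SD, n = 8) in low-lonely and 0.50 ± 0.20 (SD, n = 6) in high-lonely individuals (exact permutation p = 0.0356, adjusted p = 0.102 over 5 quality measures). For ACTB the values were -0.36 ± 0.12 and -0.17 ± 0.19 (exact permutation p = 0.041, adjusted p = 0.102). When each of the 14 arrays was left out in turn, a check chosen after seeing the data, the unadjusted p of GAPDH rose to 0.05 or more for 9 of them and that of ACTB for 10, up to an exact permutation p of 0.0963 and 0.094 without high-lonely 1. Fewer arrays alone can raise p. Without low-lonely 8 the GAPDH difference was 0.19, as with all arrays, at an exact permutation p of 0.0507. Without high-lonely 1 the differences of GAPDH and ACTB were lowest, at 0.12 and 0.15. The number of arrays limits the precision, since the median within-group SD of a transcript was 0.15 log2 units and the median size of a group difference was 0.06.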

Peripheral blood mononuclear cells were collected by antecubital venipuncture during the fourth or fifth yearly CHASRS visit. Figure 1 presents the 'transcriptional fingerprint' of subjective social isolation in human luekocytes, with green intensity indicating the magnitude of a gene's relative over-expression in high-lonely indivdiuals, and red intensity denoting the magnitude of relative under-expression. 

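TMEM176B, which had the highest ratio among probe sets of a single gene, and its neighbor TMEM176A encode membrane proteins of monocytes and dendritic cells. TMEM176B averaged 7.73 ± 1.37 log2 units (SD, n = 8) in low-lonely and 9.26 ± 0.79 (SD, n = 6) in high-lonely individuals, a ratio of 2.89 (exact permutation p = 0.0366). For TMEM176A the ratio was 2.40 (exact permutation p = 0.0283), and for both genes 6 of 6 high-lonely arrays lay above the low-lonely median. COL6A2, a chain of type VI collagen, had a ratio of 1.70 (exact permutation p = 0.0196). SLC25A37, the mitochondrial iron importer mitoferrin-1, had a ratio of 1.56 (exact permutation p = 0.123), and its log2 difference went from 0.65 to 0.22 without high-lonely 4. At the other end of the scale, CA2, which encodes carbonic anhydrase II, averaged 7.69 ± 0.61 (SD, n = 8) in low-lonely and 6.62 ± 0.71 (SD, n = 6) in high-lonely individuals, a ratio of 0.477 (exact permutation p = 0.00966). The ratio of FAM118A was 0.467 (exact permutation p = 0.0256) and that of MAP3K7CL 0.447 (exact permutation p = 0.0666). The 30% criterion was met by 202 transcripts, 71 of them higher and 131 lower in high-lonely individuals, which together named 131 distinct genes. Of these transcripts, 30 higher and 43 lower ones had an exact permutation p under 0.05. Limma called 0 of the 22215 transcripts at an adjusted p under 0.05, with a lowest adjusted p of 0.572.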

A total of 209 transcripts were differentially expressed, representing 144 distinct named human genes (listed in Additional data file 1). Of these, 78 (37%) were over-expressed in high-lonely individuals, and 131 (63%) were under-expressed, suggesting a net repressive effect on the leukocyte transcriptome (difference *p *< 0.0001 by binomial test).

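Among the transcripts that passed the criterion were members of several gene groups. The lower side held 8 of the 10 measured immunoglobulin chain genes, 9 of the 36 measured genes of the type I interferon response and 9 of the 30 measured platelet genes. The higher side held 5 of the 25 measured immediate-early response genes, EGR1, EGR3, FOSB, DUSP2 and RGS1, which are switched on within minutes of cell activation. The 71 higher transcripts made up 35.1% of the 202 (95% exact binomial interval 28.6% to 42.2%), and an exact 2-sided binomial test of 71 against 131 gave p = 2.9e-05. With both ratios rounded to 2 decimals, chosen after seeing the data, the counts were 78 and 131 (exact binomial p = 3.01e-04), and with neither rounded 127 transcripts were lower. The binomial test takes transcripts as independent, which transcripts measured in the same blood samples are not. It also takes both directions as equally likely, while the lower cut of the 30% criterion lies farther from no change on the log scale. Over all 3003 splits of the arrays, a test chosen after seeing the data, the median share of lower transcripts was 29.1%, against 64.9% for the real groups. Equal numbers are thus not what chance gives under this criterion, and its binomial p values do not measure chance. The balance turned when group means were taken on the unlogged values, with 142 higher and 131 lower transcripts, and with the 3'/5' ratio of the control probe sets as a covariate, chosen after seeing the data, with 197 higher and 118 lower. The higher transcripts numbered 129 with group medians, 170 without high-lonely 5, and 116 without either low-lonely 3 or high-lonely 4. A reciprocal threshold, with lower transcripts counted at a ratio of 1/1.30 or less, is even on the log scale and counted more lower transcripts. It gave 270 lower transcripts against the same 71 higher, or 79.2% lower (exact binomial p = 1.85e-28).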

**Figure 1:**
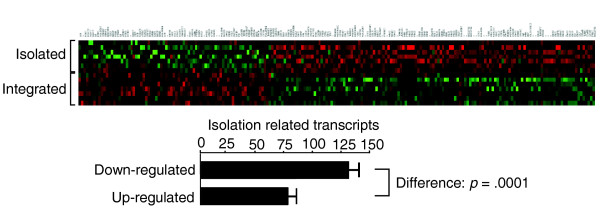
Differential gene expression in high- versus low-lonely individuals. Genome-wide transcriptional profiles were assessed in peripheral blood leukocyte RNA samples collected from individuals in the top and bottom 15% of the distribution of subjective social isolation. Analysis by Affymetrix U133A high-density oligonucleotide arrays identified 209 transcripts showing >30% difference in mean expression levels across groups (green = over-expression in high-lonely, red = under-expression). High subjective social isolation is associated with a statistically significant net reduction in the number of expressed genes (131 down-regulated versus 78 up-regulated, *p *value by exact binomial test).

Genes showing over-expression in leukocytes from high-lonely individuals included multiple transcription factors controlling cell growth and differentiation (*EGR1*, *EGR3*, *FOSB*, *BHLHB2*,*EP400*), as well as regulators of chromatin structure (the DNA topoisomerase *TOP2B*, the *ARID1A *and *SMARCC1 *components of the SWI/SNF chromatin remodeling complex, histone *H2AFV*, and the histone acetyltransferase *MYST3*). These findings suggest that social isolation might potentially influence basic gene-regulatory processes involved in cell growth and differentiation. 

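EGR1, an immediate-early zinc finger transcription factor, averaged 6.35 ± 0.58 log2 units (SD, n = 8) in low-lonely and 7.62 ± 1.57 (SD, n = 6) in high-lonely individuals, a log2 difference of 1.26 (exact permutation p = 0.0423). FOSB, a subunit of the transcription factor AP-1, had a ratio of 1.56 (exact permutation p = 0.021). EP400, the ATPase of a chromatin-remodeling and histone-acetylating complex, had a ratio of 1.32, with 6 of 6 high-lonely arrays above the low-lonely median (exact permutation p = 0.00266). The ratio of EGR3 was 1.46 (exact permutation p = 0.0909) and that of BHLHE40, the current symbol of BHLHB2, 1.30 (exact permutation p = 0.0872). The 5 chromatin regulators lay close together, from 1.30 for TOP2B to 1.33 for SMARCC1, with exact permutation p values from 0.00666 for ARID1A to 0.047 for KAT6A, the current symbol of MYST3. A further probe set of ARID1A had a ratio of 1.33 (exact permutation p = 0.0436), while other probe sets of these genes reached down to 1.00 for ARID1A, 1.03 for SMARCC1 and KAT6A and 0.904 for H2AZ2, the current symbol of H2AFV. With each gene read by its brightest probe set instead, 3 of the 5 chromatin regulators were at least 30% higher. These 10 genes, the 5 transcription factors among them, were chosen by the study on the same arrays, so their shared direction is not independent evidence. A list of the SWI/SNF complex was fixed before the deposited values were examined, though it shares SMARCC1 with the study's genes. Of its 14 measured genes, 11 had a ratio above 1. When adjusted over the list alone or over all genes with limma, 0 passed, against 1, SMARCC1, at an exact p under 0.05. The mean of that list was 7.45 ± 0.05 (SD, n = 8) in low-lonely and 7.52 ± 0.11 (SD, n = 6) in high-lonely individuals (exact permutation p = 0.123, adjusted p = 0.641 over the 24 lists), a difference of 0.07 that was 0.11 without high-lonely 4 (exact permutation p = 0.00389, adjusted p = 0.0932) and turned below 0 with the 3'/5' control ratio as a covariate, chosen after seeing the data. Without high-lonely 3, the log2 difference of EGR1 was 0.73 (exact permutation p = 0.115), that of FOSB went from 0.64 to 0.44 (exact permutation p = 0.0559) and that of EGR3 from 0.54 to 0.08.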

Consistent with that hypothesis, over-expressed genes also included molecules promoting cell cycle progression (*CDC25B*, *G0S2*, *MYBL1*, *DVL3*, *BTG2*, *ARFGEF2*), enzymes involved in nucleotide and protein biosynthesis (*PPAT*, *MTRR*), cytoskeletal remodeling factors (*DCTN1*, *KIF21B*, *RPH3A*), and factors involved in processing and nuclear export of RNA (*NXF3*, *HNRPL*, *DDX17*, *SFPQ*). 

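DDX17, an RNA helicase of splicing and microRNA processing, stood highest in this set, at 6.74 ± 0.62 log2 units (SD, n = 8) in low-lonely and 7.85 ± 1.05 (SD, n = 6) in high-lonely individuals, a ratio of 2.15 (exact permutation p = 0.0216), and 3 of its 4 probe sets met the 30% criterion. DVL3, a transducer of Wnt signals, had a ratio of 1.34 (exact permutation p = 0.00433), and MYBL1, a transcription factor of the MYB family, 1.38 (exact permutation p = 0.223). G0S2, named for the switch from G0 to G1, had a log2 difference of 0.66 (exact permutation p = 0.497), which was -0.10 without high-lonely 3. PPAT, the first enzyme of purine synthesis, MTRR, methionine synthase reductase, and the kinesin KIF21B had log2 differences of 0.42, 0.44 and 0.43 (exact permutation p = 0.011, 0.0176 and 0.012). The ratios of ARFGEF2, RPH3A and SFPQ lay between 1.30 and 1.31 with exact permutation p values of 0.0659, 0.145 and 0.174, and the log2 difference of the RNA export factor NXF3 went from 0.45 to 0.02 without high-lonely 4. Other probe sets of DVL3, PPAT, ARFGEF2, SFPQ and MTRR reached down to ratios of 0.997, 0.98, 0.983, 0.973 and 1.12. The study chose these genes on the same arrays, which makes their direction no independent evidence. Its genes of biosynthesis, cytoskeleton and RNA processing include DCTN1 and HNRPL, whose values are not given here. Of all 9 such genes, each read by its brightest probe set, 8 had a ratio above 1 and 1 below. At least 30% higher were 5 of them. Of 44 measured genes of cell cycle and proliferation, a list fixed before the deposited values were examined, 36 had a ratio below 1 and 8 above. That list holds CDC25B and PCLAF, which the study also names. The DNA synthesis enzymes RRM2 and TYMS had ratios of 0.597 and 0.614 (exact permutation p = 0.147 and 0.0636). Of the 44 genes, 0 passed when adjusted over the list alone or over all genes with limma, and 4 had an exact permutation p under 0.05, CDC25B on the higher side and, named after their values were seen, CDKN3, ZWINT and AURKB on the lower. The mean of that list was 5.52 ± 0.21 (SD, n = 8) in low-lonely and 5.39 ± 0.11 (SD, n = 6) in high-lonely individuals (exact permutation p = 0.212, adjusted p = 0.641). Limma's camera, which sets a list against all other genes with a preset correlation of 0.01, placed it lower at an adjusted p of 2.39e-05, and at an adjusted p = 0.641 with an estimated correlation. In low-lonely 4, 31 of the 44 genes had their highest value. Cell type markers also moved in that array. The monocyte list was highest there, at 0.70 above the low-lonely median, and the T lymphocyte list lowest, at -0.53 from it. The largest deviation was that of the granulocyte precursor granule list, at 1.54. The neutrophil list stood at 0.60 and the B lymphocyte list at -0.75. Without low-lonely 4 the difference of the cell cycle list means went from -0.13 to -0.06. The log2 differences were then -0.35 for RRM2 and -0.46 for TYMS against -0.74 and -0.70. With the 3'/5' control ratio as a covariate, chosen after seeing the data, the list differed by -0.02. Among 27 measured RNA splicing factors, 13 had a ratio above 1 and 14 below, with a mean difference of 0.01 (exact permutation p = 0.861, adjusted p = 0.928) to which limma's camera gave the opposite sign (adjusted p = 0.615, and adjusted p = 0.883 with an estimated correlation) and which was -0.01 without low-lonely 4 and 0.03 without high-lonely 4.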

In the context of leukocytes, cell cycling plays a key role in immune activation and proliferation. Several other indications of immune activation emerged in the set of over-expressed genes, including pro-inflammatory cytokines, chemokines, granzymes, proteinases, and receptors for inflammatory mediators (*IL1B*, *IL8*, *IL8RB*, *IL10RA*, *PTGDR*,*KLRC3*,*NKTR*,*GZMK*, and multiple *HLADR *genes), as well as the master regulator of prostagladin synthesis, cyclo-oxygenase 2 (*COX2*/*PTGS2*). 

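CXCL8, which encodes the neutrophil attractant interleukin 8, averaged 7.17 ± 1.56 log2 units (SD, n = 8) in low-lonely and 8.14 ± 1.86 (SD, n = 6) in high-lonely individuals, a ratio of 1.95 (exact permutation p = 0.313). PTGS2 had a log2 difference of 0.64 (exact permutation p = 0.431), IL1B one of 0.43 (exact permutation p = 0.253) and CXCR2, the interleukin 8 receptor listed as IL8RB, one of 0.45 (exact permutation p = 0.0846). The lymphocyte genes IL10RA, GZMK, KLRC3, PTGDR and NKTR had ratios from 1.31 to 1.39, with exact permutation p values from 0.0506 for IL10RA to 0.284 for PTGDR. All 9 of these genes met the 30% criterion and 0 had an exact permutation p under 0.05. A probe set past the criterion was read where a gene had one, so meeting it is partly built in. Other probe sets of NKTR and PTGDR had ratios down to 1.05 and 1.01. The study's choice of these genes on the same arrays makes their direction no independent evidence. High-lonely 3 stood apart in this group: without it the log2 differences were 0.36 for CXCL8, -0.04 for PTGS2, 0.14 for IL1B and 0.09 for CXCR2. Without low-lonely 3 the exact permutation p of NKTR was 0.0472. In high-lonely 3, 16 of 22 measured neutrophil marker genes had their highest value of the 14 arrays, among them CSF3R, the receptor of the granulocyte growth factor G-CSF, at 9.03 against a median of 7.75. The mean of the neutrophil list differed by 0.18 between the groups (exact permutation p = 0.455, adjusted p = 0.727) and by -0.01 without high-lonely 3, against 0.33 with the 3'/5' control ratio as a covariate, chosen after seeing the data. Limma's camera placed the neutrophil list higher at an adjusted p of 0.00881, and at an adjusted p = 0.654 with an estimated correlation. Of 26 measured pro-inflammatory cytokines and mediators, a list fixed before the deposited values were examined, 19 had a ratio above 1. The 3 at least 30% higher, CXCL8, IL1B and PTGS2, are genes the study names. IL12A, the p35 chain of interleukin 12, named here after its values were seen, had the lowest exact permutation p of the list, 0.00266, at a ratio of 1.17. Its probe set averaged 3.87 log2 units in low-lonely and 4.10 in high-lonely individuals. Both lie below the array medians, and whether the signal exceeds background was not tested. Of the list, 0 members passed when adjusted over the list alone or over all genes with limma. The list mean was 5.75 ± 0.10 (SD, n = 8) in low-lonely and 5.87 ± 0.23 (SD, n = 6) in high-lonely individuals (exact permutation p = 0.192, adjusted p = 0.641), and the difference went from 0.13 to 0.04 without high-lonely 3. Of 13 measured MHC class II genes, which present antigen to T helper cells, HLA-DQA1 had a ratio of 1.87 (exact permutation p = 0.37) with SDs between individuals of 1.98 and 1.50 in the low-lonely and high-lonely groups, and 10 had a ratio below 1. Over the class II list the mean differed by 0.00 (exact permutation p = 0.992, adjusted p = 0.992), with limma's camera and fry on the lower side (adjusted p = 0.193 and 0.855), and it ranged from -0.09 without low-lonely 3 to 0.17 without high-lonely 2.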

Additional indicators of immune cell activation that were over-expressed included the immediate-early response gene *IER2*, components of the insulin-like growth factor signaling pathway (*IGF2R*, *IGFBP3*), and activation-induced counter-regulators involved in pathway desensitization (*TNFAIP*, *DUSP1*, *RGS1*) and receptor shedding (*MAN2C1*, *ADAM8*, *ARTS-1*). 

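ADAM8, a membrane metalloproteinase of leukocytes, averaged 8.12 ± 0.17 log2 units (SD, n = 8) in low-lonely and 8.51 ± 0.25 (SD, n = 6) in high-lonely individuals, with 6 of 6 high-lonely arrays above the low-lonely median (exact permutation p = 0.00566), while its other probe set had a ratio of 0.851 (exact permutation p = 0.1). MAN2C1, an alpha-mannosidase, had a ratio of 1.33 (exact permutation p = 0.00633), and ERAP1, the current symbol of ARTS-1, an aminopeptidase, had one of 1.46 (exact permutation p = 0.0203), while its 5 probe sets ranged from 0.748 to 1.46. TNFAIP3, the NF-κB feedback inhibitor A20, had a log2 difference of 0.38, with 6 of 6 high-lonely arrays above the low-lonely median (exact permutation p = 0.00833). IGF2R and IGFBP3 had ratios of 1.31 and 1.61 (exact permutation p = 0.0243 and 0.0639), and IER2 and RGS1 had log2 differences of 0.38 and 0.41 (exact permutation p = 0.0676 and 0.0989), with another probe set of RGS1 at a ratio of 0.992. DUSP1, a phosphatase that ends MAP kinase signals, averaged 11.0 ± 0.60 (SD, n = 8) and 11.2 ± 0.86 (SD, n = 6), a ratio of 1.12 (exact permutation p = 0.676) against 0.826 in its other probe set (exact permutation p = 0.585), and the log2 difference of the former went from 0.17 to -0.04 without high-lonely 3. These genes were picked by the study from the same arrays and are no independent evidence of direction. A list of immediate-early response genes, fixed before the deposited values were examined, shares EGR1, EGR3, FOSB and RGS1 with the genes the study names. Of its 25 measured genes, 19 had a ratio above 1. DUSP2, another MAP kinase phosphatase, had a ratio of 1.33 (exact permutation p = 0.103). The list mean was 7.57 ± 0.23 (SD, n = 8) in low-lonely and 7.79 ± 0.48 (SD, n = 6) in high-lonely individuals (exact permutation p = 0.288, adjusted p = 0.641), with 0 members past the threshold when adjusted over the list alone or over all genes with limma, and 2, EGR1 and FOSB, at an exact p under 0.05. Limma's camera placed the list higher at an adjusted p of 0.011, and at an adjusted p = 0.654 with an estimated correlation. In high-lonely 3, the array with the highest neutrophil markers, 16 of the 25 genes had their highest value, and without it the difference of the list means went from 0.22 to 0.06 (exact permutation p = 0.685), while it was 0.33 without high-lonely 1 and 0.40 with the 3'/5' control ratio as a covariate, chosen after seeing the data.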

GOstat bioinformatic analysis [44] confirmed the functional theme of a highly activated, proliferative phenotype in circulating leukocytes from socially isolated individuals by identifying over-representation of Gene Ontology (GO) annotations involving immune response and inflammation (GO:0009607, GO:0006952, GO:0006955; GO:0009613), stress response (GO: 0006950), antigen processing (GO:0019886, GO:0019884, GO:0045012), chemokine and cytokine activity (GO:0042379, GO:0008009, GO:0005125; GO:0001965), deoxyribonucleotide metabolism (GO:0009262), and nucleosome activity (GO:0000786) (all *p *< 0.05).

Analysis of under-expressed genes complemented the portrait of generalized immune activation in showing reduced expression of cell cycle inhibitors (*CDKN1C*, *CSPG6*, *p15*/*PAF*/*KIAA0101*, *SPARC*, *FKBP5*), apoptosis-related genes (*MCL1*, *BIRC1*, *HSXIAPAF1*, and *TNFSF10*/TRAIL), the antiproliferative cytokine TGF-β (*TGFB1*), and the NF-κB inhibitor Apo J (*CLU*). However, several specific dimensions of immune response showed selective repression against this generalized backdrop of immune activation. 

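FKBP5, a co-chaperone of steroid receptors, averaged 7.38 ± 0.48 log2 units (SD, n = 8) in low-lonely and 6.64 ± 0.48 (SD, n = 6) in high-lonely individuals, with 6 of 6 high-lonely arrays below the low-lonely median (exact permutation p = 0.0193). SMC3, the cohesin subunit listed as CSPG6, had a ratio of 0.674 (exact permutation p = 0.0133), while another of its 3 probe sets stood at 1.04. PCLAF, the PCNA-associated factor listed as p15/PAF, had a log2 difference of -0.71 (exact permutation p = 0.132), which was -0.41 without low-lonely 4. SPARC, a matrix protein also stored in platelets, and the cell cycle inhibitor CDKN1C had ratios of 0.596 and 0.704 (exact permutation p = 0.115 and 0.239), the latter with other probe sets up to 1.01. Among the genes of apoptosis, NAIP, listed as BIRC1, and MCL1 both protect cells from death. They had ratios of 0.67 and 0.648 (exact permutation p = 0.0453 and 0.137), the latter with other probe sets up to 1.08. The log2 difference of NAIP went from -0.58 to -0.37 without low-lonely 4 (exact permutation p = 0.0565). Without high-lonely 5 it went to -0.72 (exact permutation p = 0.00855). XAF1 and TNFSF10, which promote cell death, had log2 differences of -0.58 and -0.57 (exact permutation p = 0.0516 and 0.0513), and XAF1, itself induced by interferon, stood at -0.29 without low-lonely 7 (exact permutation p = 0.0355). The ratio of CLU was 0.70 (exact permutation p = 0.302) and that of TGFB1 0.984 (exact permutation p = 0.893). The log2 difference of TGFB1 went from -0.02 to 0.003 without high-lonely 3. It also changed sign without low-lonely 1, low-lonely 2, high-lonely 4 or high-lonely 5. Other probe sets of PCLAF, SPARC and TNFSF10 reached up to ratios of 0.963, 0.871 and 0.873. All genes named so far in this paragraph were selected by the study on the same arrays, so they carry no independent evidence of direction. Of 15 measured cell cycle inhibitors, a list fixed before the deposited values were examined that includes CDKN1C, 8 had a ratio below 1 and 7 above. The list means differed by -0.05 (exact permutation p = 0.321, adjusted p = 0.641), by -0.08 without high-lonely 2 and by -0.03 without low-lonely 1. Of 21 measured apoptosis regulators, 12 lay below 1 and 9 above, at list means of 7.64 ± 0.12 (SD, n = 8) and 7.57 ± 0.10 (SD, n = 6) (exact permutation p = 0.277, adjusted p = 0.641), and the list median had the opposite sign, as had the mean with the 3'/5' control ratio as a covariate, chosen after seeing the data, while the difference of -0.07 was -0.03 without low-lonely 7.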

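Type I interferons induce a set of antiviral genes in leukocytes, and 33 of 36 measured genes of this response had a ratio below 1. IFI44L had a log2 difference of -1.16 (exact permutation p = 0.183), IFIT1, which binds viral RNA, one of -0.80 (exact permutation p = 0.219) and RSAD2, the antiviral enzyme viperin, one of -0.75 (exact permutation p = 0.153). OAS1, whose product activates RNase L, averaged 8.34 ± 0.87 log2 units (SD, n = 8) in low-lonely and 7.69 ± 0.45 (SD, n = 6) in high-lonely individuals, a ratio of 0.637 (exact permutation p = 0.112). ISG15, the ubiquitin-like modifier also known as G1P2, had a log2 difference of -0.67 (exact permutation p = 0.101), IFI44 one of -0.64 (exact permutation p = 0.24) and IFI27 one of -0.77 (exact permutation p = 0.637). The mean of the list was 8.19 ± 0.75 (SD, n = 8) in low-lonely and 7.85 ± 0.21 (SD, n = 6) in high-lonely individuals, a ratio of 0.79 (exact permutation p = 0.355, adjusted p = 0.652). Of its members 0 passed when adjusted over the list alone or over all genes with limma, and 1, BST2, the virus-tethering protein tetherin, named here after its values were seen, had an exact permutation p under 0.05 (0.0286, ratio 0.818). Limma's camera placed the list lower at an adjusted p of 2.76e-06, and at an adjusted p = 0.641 with an estimated correlation. All 36 genes had their highest value in low-lonely 7, an array in which the B lymphocyte list was also highest, at 0.53 above the low-lonely median. Without that array the difference of the list means went from -0.34 to -0.09 (exact permutation p = 0.469). The log2 differences were then -0.56 for IFI44L, -0.35 for IFIT1, -0.31 for RSAD2, -0.39 for OAS1, -0.38 for ISG15, -0.28 for IFI44 and -0.04 for IFI27. That of BST2 went from -0.29 to -0.20 and kept an exact permutation p under 0.05 (0.0344).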

Genes involved in type I interferon response were down-regulated, including the signal transducer *STAT1 *and the interferon response genes 2',5'-oligoadenylate synthetase 1 (*OAS1*), interferon-stimulated gene 12 (*IFI27*), interferon-induced protein 6-16 (*G1P3*), and interferon-inducible proteins 15 and 44 (*G1P2*, *IFI44*). Also down-regulated were genes encoding immunoglobulin light, joining, and heavy region chains (*IGLC2*, *IGLL1*, *IGK*/*IGKC*/*IGKGV*, *IGJ*, *IGLJ3*, *IGHG1*, *IGHM*), B lymphocyte maturation markers (*CD79B*, *CD269*/*TNFRSF17*), and transcription fators involved in B cell differentiation (*Ikaros*/*ZNFN1A1*, *POU2AF1*). Thus, the circulating leukocyte complement in chronically lonely individuals shows broad genomic indications of immune activation and pro-inflammatory signaling accompanied by selective reductions in mature B lymphocyte function and innate antiviral responses.

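JCHAIN, the joining chain of secreted IgA and IgM, averaged 7.83 ± 1.01 log2 units (SD, n = 8) in low-lonely and 6.78 ± 0.36 (SD, n = 6) in high-lonely individuals, a ratio of 0.483 (exact permutation p = 0.035). The light chain genes IGLC1, IGKC and IGLJ3 had ratios of 0.541, 0.603 and 0.647 (exact permutation p = 0.0716, 0.0509 and 0.0543), with another probe set of IGLC1 at 1.05, and the heavy chain gene IGHM had one of 0.644 (exact permutation p = 0.14). Probe sets of immunoglobulin genes share sequence, so these values are not separate measurements of each chain. All 10 measured immunoglobulin genes had a ratio below 1, and the list mean was 8.47 ± 0.54 (SD, n = 8) in low-lonely and 7.86 ± 0.50 (SD, n = 6) in high-lonely individuals, with 6 of 6 high-lonely arrays below the low-lonely median (exact permutation p = 0.0563, adjusted p = 0.641). Of its members 0 passed when adjusted over the list alone or over all genes with limma, and 1, JCHAIN, had an exact p under 0.05. Limma's camera placed the list lower at an adjusted p of 7.14e-07, and at an adjusted p = 0.641 with an estimated correlation. TNFRSF17, the plasma cell receptor BCMA, had a ratio of 0.566 (exact permutation p = 0.0703), CD79B, a signaling chain of the B cell receptor, one of 0.688 (exact permutation p = 0.164) and POU2AF1, a coactivator of Oct factors, one of 0.669 (exact permutation p = 0.205). These genes were selected by the study on the same arrays and are not independent evidence of direction. The lists were fixed before the deposited values were examined but hold some of the same genes, JCHAIN, TNFRSF17, CD79B and POU2AF1 among them. Of 26 measured B lymphocyte genes, 24 had a ratio below 1 and 3, MS4A1, CD79B and POU2AF1, met the criterion, with a difference of the list means of -0.25 (exact permutation p = 0.381, adjusted p = 0.652) that was -0.07 without high-lonely 2, -0.38 without high-lonely 1 and -0.44 with the 3'/5' control ratio as a covariate, chosen after seeing the data. The adjusted p from limma's camera was 5.30e-04 for the B lymphocyte list, and adjusted p = 0.641 with an estimated correlation. The mean of 13 measured plasma cell genes was 7.33 ± 0.20 (SD, n = 8) and 7.16 ± 0.09 (SD, n = 6), with 6 of 6 high-lonely arrays below the low-lonely median (exact permutation p = 0.0902, adjusted p = 0.641), and an adjusted p from limma's camera of 0.00307 (adjusted p = 0.641 with an estimated correlation). HSP90B1, the endoplasmic reticulum chaperone GRP94, was the 1 plasma cell gene past the threshold when adjusted over the list alone. It fell by 0.34 log2 units in a separation complete enough to give the smallest exact permutation p, 0.000333 (limma adjusted p = 0.572 over all transcripts), while its other probe set had a ratio of 1.06, and it is named here after its values were seen, as are ITM2C and MZB1, the other 2 plasma cell genes with an exact permutation p under 0.05 (0.0176 and 0.0453).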

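Per person, the groups overlapped in each of the 4 themes. Immunoglobulin genes had a mean between 7.15 and 8.29 log2 units in the 6 high-lonely individuals and between 7.79 and 9.16 in the 8 low-lonely ones. The interferon response genes lay between 7.60 and 8.23 in high-lonely individuals and between 7.66 and 8.29 in low-lonely individuals other than low-lonely 7, whose mean was 9.98. The immediate-early genes lay between 7.22, the lowest of the 14, in high-lonely 1 and 8.57 in high-lonely 3, with 8.05 in high-lonely 4 and the other 3 high-lonely individuals within the low-lonely range of 7.31 to 7.96. Of the 24 gene lists, 0 differed between the groups at an adjusted p under 0.05 by the exact permutation test of the list means, with none at an unadjusted p under 0.05, 9 by limma's camera with a preset correlation and 0 by camera with an estimated correlation or by fry, whose lowest adjusted p was 0.707. The paper reasons from the over-expressed genes of transcription control, cell cycle progression, cytokines and their receptors, from the Gene Ontology terms over-represented among them and from the under-expressed inhibitors of cell cycle and apoptosis genes to a state of general immune activation. Against that background it sets the lower interferon response, immunoglobulin and B lymphocyte genes as selective repression. From the 2 directions together the paper concludes that the leukocytes of chronically lonely individuals show broad genomic indications of immune activation and pro-inflammatory signaling, with selective reductions in mature B lymphocyte function and innate antiviral responses.

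**Figure D1:**
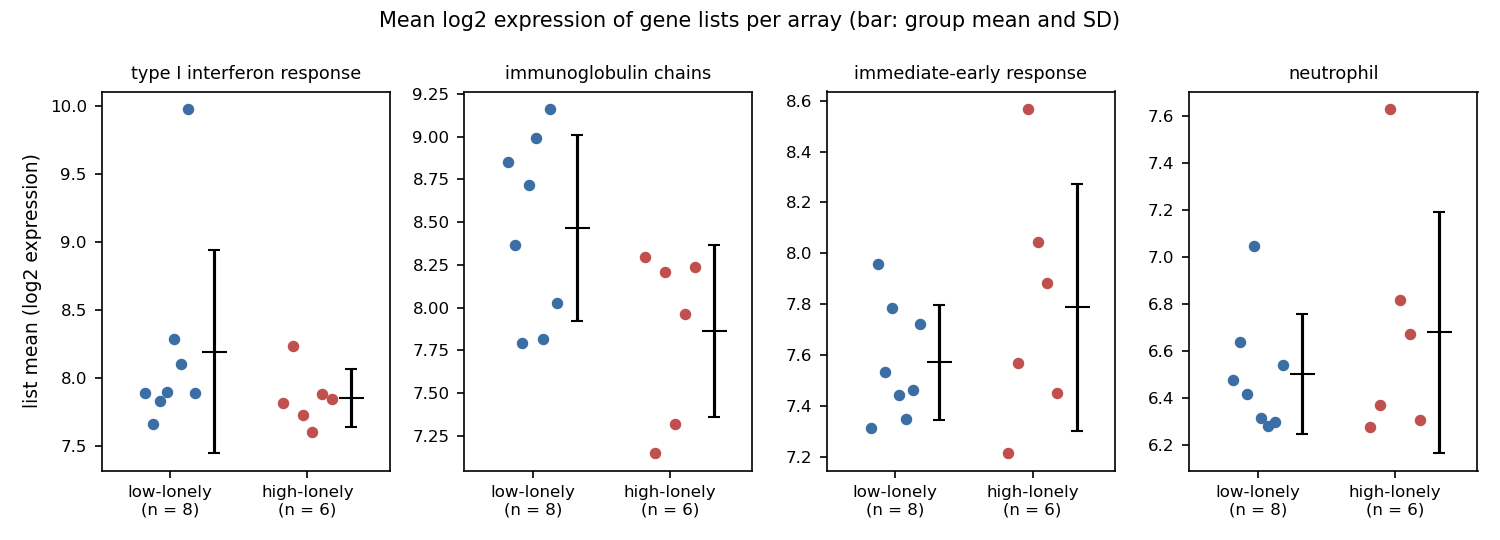
Mean log2 expression of the genes of 4 lists in each array, for 8 low-lonely (blue) and 6 high-lonely (red) individuals, with 1 point per individual and the group mean and SD as bars. The interferon list is highest in low-lonely 7, at 9.98, and the immediate-early and neutrophil lists in high-lonely 3, at 8.57 and 7.63, while in the immunoglobulin list 6 of 6 high-lonely individuals lie below the low-lonely median.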

Eight transcripts characteristic of the two key functional GO categories showing differential activity (immune activation and transcriptional control) were selected for independent verification of differential expression by real-time RT-PCR. 

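On the arrays, 7 of the transcripts taken on to RT-PCR had 10 probe sets that named a single gene. CDC25B, the phosphatase that starts mitosis by activating CDK1, averaged 9.17 ± 0.25 log2 units (SD, n = 8) in low-lonely and 9.55 ± 0.32 (SD, n = 6) in high-lonely individuals (exact permutation p = 0.0313). A second probe set of EGR1 had a ratio of 1.87 (exact permutation p = 0.00766), that of IL1B one of 1.41 (exact permutation p = 0.147) and that of CXCL8, the gene of interleukin 8, a log2 difference of 0.64 (exact permutation p = 0.489). IFI6, the interferon-induced gene also known as G1P3, had a ratio of 0.671 (exact permutation p = 0.161). In all, 9 probe sets, those of EGR1, FOSB, IL1B, CXCL8, PTGS2 and CDC25B, had a ratio above 1, and that of IFI6 had one below. An exact permutation p under 0.05 was reached by 4 of the 10, both probe sets of EGR1 and those of FOSB and CDC25B, and the lowest p adjusted over the 10 exact tests was 0.0766. Without high-lonely 2 or high-lonely 3 the count was 2 of 10. Without high-lonely 3 the second probe set of EGR1 went from a log2 difference of 0.90 to 0.33 (exact permutation p = 0.0287). That of IL1B went from 0.50 to 0.31 and that of CXCL8 from 0.64 to -0.07. Without low-lonely 7 the log2 difference of IFI6 went from -0.57 to -0.29.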

Results were concordant with microarray indications in seven instances, with RT-PCR confirming over-expression of *IL1B*,*IL8*,*PTGS2*/*COX2*, *FOSB*, *EGR1*, *CDC25B*, and under-expression of *G1P3 *(MANOVA difference in all transcripts simultaneously, multivariate *p *< 0.0001, and *p *< 0.05 for each transcript analyzed individually; Additional data file 2). Both micorarray data and quantitative RT-PCR found the GR *NR3C1 *gene to be transcribed at comparable levels in leukocytes from high- versus low-lonely individuals (difference <4% by RT-PCR, *p *= 0.815, and <15% by microarray, *p *= 0.112). 

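NR3C1, the glucocorticoid receptor, was read by 4 probe sets with ratios at or above 1 in high-lonely individuals. The probe set 201865_x_at averaged 8.85 ± 0.18 log2 units (SD, n = 8) in low-lonely and 9.14 ± 0.24 (SD, n = 6) in high-lonely individuals, 22.2% higher (exact permutation p = 0.0236). The probe sets 211671_s_at and 201866_s_at were 15.3% and 7.52% higher (exact permutation p = 0.0616 and 0.0493), and 216321_s_at was 0.728% higher (exact permutation p = 0.93). Adjusted over the 4 exact tests, the lowest p was 0.0821. The mean of the 4 probe sets, a summary chosen after seeing the data, was 11.1% higher (exact permutation p = 0.0276). Without high-lonely 6 the log2 difference of 201865_x_at went from 0.29 to 0.21 (exact permutation p = 0.0684), and without high-lonely 3 to 0.25 (exact permutation p = 0.0559), while that of 211671_s_at went from 0.21 to 0.25 without low-lonely 7 (exact permutation p = 0.0251) and without high-lonely 5 (exact permutation p = 0.0303). That of 201866_s_at was 0.08 without high-lonely 1 (exact permutation p = 0.112), where 216321_s_at stood at -0.07. The exact permutation p of 201866_s_at was above 0.05 without several other arrays too, among them high-lonely 4 (0.11) and high-lonely 6 (0.0963). Without high-lonely 3 it was 0.0186. For 211671_s_at the exact permutation p was also under 0.05 without low-lonely 2 (0.0495) and without high-lonely 4 (0.0458).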

Expression of CD3 (*CD3G*, *CD3D*, *CD3E*, *CD3Z*), CD8 (*CD8A*, *CD8B1*), *CD4*, CD56 (*NCAM1*), *CD19*, and *CD14 *were also comparable (all differences <10% in magnitude, all *p *> 0.20). Thus, observed differences in mononuclear cell gene expression do not stem from variations in the relative prevalence of leukocyte subset mRNAs within the circulating mononuclear cell RNA pool [45-47].

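CD3D, a chain of the T cell receptor complex, averaged 11.6 ± 0.21 log2 units (SD, n = 8) in low-lonely and 11.8 ± 0.26 (SD, n = 6) in high-lonely individuals, 12.3% higher (exact permutation p = 0.212), and CD3E was 11.2% higher (exact permutation p = 0.38), its log2 difference going from 0.15 to 0.26 without high-lonely 3 (exact permutation p = 0.12). CD3G and CD247, the gene of CD3Z, differed by -2.17% and -2.02%. CD4, the marker of helper T cells, was 4.43% higher in its brighter probe set, with a log2 difference of 0.06 that was 0.00 without low-lonely 7, and CD8A, the marker of cytotoxic T cells, 5.27% higher, and the probe sets of CD8B, listed as CD8B1, differed by 8.24% and -6.33%. CD14, the monocyte marker, averaged 11.2 ± 0.42 (SD, n = 8) and 11.1 ± 0.54 (SD, n = 6), a difference of -8.34% (exact permutation p = 0.631). That difference changed sign without high-lonely 2. Leaving out single arrays also turned the sign for CD3G, CD247, CD8A, the probe sets of CD8B and the dimmer probe set of CD4. The 4 probe sets of NCAM1, the gene of CD56 on natural killer cells, ranged from -7.39% (exact permutation p = 0.123) to 6.03%. Of these, 212843_at and 217359_s_at changed sign when single arrays were left out. The log2 difference of the highest, 214952_at, went from 0.08 to 0.03 without low-lonely 1. In all, 9 of the 10 genes had a probe set named here, 12 of their 14 probe sets differed by less than 10% (from 8 without high-lonely 5 to 14 without low-lonely 4), 13 had an exact permutation p over 0.20 and the lowest p adjusted over the 14 exact tests was 0.888. A p above the threshold does not show that levels were equal.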

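Platelets carry mRNA of their own into preparations of mononuclear cells, and of 30 measured platelet genes 27 had a ratio below 1 and 9 were at least 30% lower in high-lonely individuals. PF4V1, a platelet chemokine, TUBB1, the tubulin of platelets, and CAVIN2 had ratios of 0.405, 0.447 and 0.547 (exact permutation p = 0.0922, 0.0443 and 0.103). The mean of the platelet list was 7.28 ± 0.28 log2 units (SD, n = 8) in low-lonely and 6.93 ± 0.69 (SD, n = 6) in high-lonely individuals (exact permutation p = 0.237, adjusted p = 0.641). Limma's camera placed it lower at an adjusted p of 1.90e-06, and at an adjusted p = 0.641 with an estimated correlation. In high-lonely 6, 27 of the 30 genes had their lowest value, and without it the difference of the list means was -0.16 (exact permutation p = 0.542), while it was -0.58 without high-lonely 2 (exact permutation p = 0.0109, adjusted p = 0.261), against -0.34 with all arrays. T lymphocyte genes averaged 9.09 ± 0.22 (SD, n = 8) and 9.13 ± 0.22 (SD, n = 6), with 19 of 24 above a ratio of 1 (exact permutation p = 0.74) and a list median of the opposite sign. Monocyte genes differed by -0.11 (exact permutation p = 0.515), with 18 of 24 below 1, and the 2 that met the criterion, VNN1 and MS4A4A, had log2 differences of -0.57 and -0.55. Natural killer and cytotoxic genes differed by 0.07 (exact permutation p = 0.772), and 5 of 26, KLRC3, GZMK, PTGDR, XCL1 and NKTR, were at least 30% higher. Dendritic cell genes differed by -0.10 (exact permutation p = 0.316) and genes of granulocyte precursor granules by -0.17 (exact permutation p = 0.757). Erythroid genes differed by 0.06 (exact permutation p = 0.889), with 18 of 19 highest in high-lonely 4 and a difference of -0.38 without it (exact permutation p = 0.239). Without low-lonely 2 it was 0.25. Single arrays also moved the other lists: T lymphocyte genes to -0.02 without low-lonely 4 and 0.11 without high-lonely 3, monocyte genes to -0.19 without high-lonely 5 and -0.01 without high-lonely 2, dendritic cell genes to -0.17 and -0.03 without the same arrays, natural killer and cytotoxic genes to 0.23 without high-lonely 5 and -0.09 without high-lonely 6, and granule genes to -0.61 without high-lonely 4 and 0.05 without high-lonely 6. With the 3'/5' control ratio as a covariate, chosen after seeing the data, the difference was -0.09 for the platelet list, 0.58 for granule, 0.64 for erythroid, 0.02 for monocyte, -0.04 for T lymphocyte and -0.10 for natural killer and cytotoxic genes.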

#### C-reactive protein

To verify the portrait of increased inflammatory signaling that emerged from functional genomic analyses, we assayed circulating levels of C-reactive protein (CRP) in blood samples obtained during study years 2, 3, and 4. In mixed effect linear model analyses (Year × Loneliness factorial design), high-lonely individuals showed average CRP values approximately twice those of low-lonely participants (mean = 1.33 ± 0.22 mg/l versus 0.65 ± 0.22; Loneliness main effect, *p *= 0.0014).

### Transcription control pathways

#### Cortisol levels

To determine whether the increased transcription of immune activation genes in high-lonely individuals might stem from reduced circulating levels of the anti-inflammatory glucocorticoid cortisol, we assayed salivary cortisol concentrations immediately upon waking, 30 minutes later, and at bedtime on three consecutive days during study years 1, 3 and 4. Mixed effect linear model analysis (Time × Loneliness factorial design) indicated no significant reduction in average daily salivary cortisol levels in high-lonely individuals (mean = 4.061 ± 0.417 μg/dl versus 4.541 ± 0.342 for low-lonely; Loneliness main effect, *p *= 0.2374). However, high-lonely individuals did show less diurnal decline in circulating cortisol levels than did low-lonely participants (Time × Isolation interaction, *p *= 0.0474; means in Table 2). This difference was driven by slightly higher evening levels of cortisol; change in salivary cortisol concentration from 0 to 0.5 h post-awakening did not differ significantly across groups (*p *= 0.8610), but 0-16 h and 0.5-16 h declines were both less pronounced in high-lonely individuals (*p *= 0.0260 and 0.0396, respectively). Blunted diurnal cortisol rhythm was also observed in analyses treating measurement occasion as a linear effect of hours post-awakening (slope = -0.202 ± 0.033 μg/dl/h for high-lonely versus -0.301 ± 0.042 for low-lonely; Hour × Loneliness interaction, *p *= 0.0119).

**Table 2:** Salivary cortisol levels in high- versus low-lonely individuals

	Hour			
		
	Wake (0 h)	30 min (0.5 h)	Bedtime (16 h)	Diurnal slope
Low lonely	5.44 ± 0.42*	6.82 ± 0.42	1.36 ± 0.42	-0.301 ± 0.042^†^
High lonely	4.42 ± 0.53	5.87 ± 0.53	1.90 ± 0.53	-0.202 ± 0.033

*Mean ± standard error μg/dl saliva; ^†^μg/dl/h.

#### Glucocorticoid transcriptional response

To determine whether the increased transcription of immune activation genes in social isolates might stem from reductions in GR-mediated transcriptional activity (despite broadly similar levels of its cortisol ligand), we performed Transcription Element Listening System (TELiS) bioinformatics analysis of promoter DNA sequences [41]. Analyses of glucocorticoid response element (GRE) prevalence in differentially expressing promoters indicated significant under-expression of GR target genes in leukocytes from socially isolated individuals. The prevalence of TRANSFAC V$GR_Q6 transcription factor-binding motifs (TFBMs) was 63% lower in regulatory sequences of genes over-expressed in high-lonely individuals versus genes over-expressed in low-lonely individuals (mean = 0.257 ± 0.063 versus 0.094 ± 0.041; *p *= 0.0325). Similar results emerged in sensitivity analyses that parametrically varied the length of promoter sequence scanned (-300 bp, -600 bp, -1,000 to +200 bp from transcription start site) and the stringency of promoter sequence match to the TFBM consensus motif (MatSim score = 0.80, 0.90, 0.95), with an average 0.53-fold (± 0.10) difference across all 9 parametric combinations (*p *= 0.0020). Similar results also emerged from sensitivity analyses utilizing a more stringent definition of differential gene expression (50% difference in expression, corresponding to 5% false discovery rate (FDR)), with an average 0.82-fold (± 0.09) difference (*p *= 0.0009). These results are consistent with a significant reduction in GR-mediated transcriptional activity in leukocytes from socially isolated indivdiuals (Figure 2).

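At a difference of 50%, 17 transcripts were higher and 9 lower in high-lonely individuals. The higher ones included both probe sets of EGR1, both of CXCL8 and a pair of the probe sets of DDX17, along with FOSB, G0S2, PTGS2, IGFBP3, TMEM176A, TMEM176B, COL6A2, SLC25A37 and HLA-DQA1. The lower ones included the platelet genes PF4V1 and TUBB1, the interferon-induced gene IFI44L, the immunoglobulin gene JCHAIN, and CA2, FAM118A and MAP3K7CL. Read as a 1.5-fold difference in either direction, the criterion gave 82 lower transcripts, so that the larger group is the higher one under the first reading and the lower one under the second. The response element counts of the promoters were not analysed here.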

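Glucocorticoids, through their receptor, induce a set of genes in leukocytes. Of 22 measured members of such a list, 13 had a ratio below 1 and 9 above, and FKBP5, which the receptor induces through distal elements, was the 1 that met the 30% criterion. The list mean was 8.01 ± 0.16 log2 units (SD, n = 8) in low-lonely and 7.98 ± 0.26 (SD, n = 6) in high-lonely individuals (exact permutation p = 0.782, adjusted p = 0.893). Its difference of -0.03 was -0.11 without high-lonely 3 and 0.03 without high-lonely 2, and it was also above 0 without high-lonely 6, without low-lonely 4 and with the 3'/5' control ratio as a covariate. ZBTB16, the transcription factor PLZF, was the 1 member past the threshold when adjusted over the list alone, at a ratio of 0.774 with 6 of 6 high-lonely arrays below the low-lonely median (exact permutation p = 0.002, 0.044 when adjusted over the list). Without high-lonely 4 its log2 difference went from -0.37 to -0.27 (exact permutation p = 0.0202, 0.148 when adjusted over the list). Only without low-lonely 3, low-lonely 8 or high-lonely 1 did ZBTB16 still pass over the list. Without any single array other than high-lonely 4, its log2 difference lay between -0.30 and -0.41. TXNIP and THBD lay on the other side, with ratios of 1.12 and 1.13 (exact permutation p = 0.00599 and 0.026). ZBTB16, TXNIP and THBD are named after their values were seen, and limma called 0 members over all transcripts, against 4 at an exact permutation p under 0.05.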

**Figure 2:**
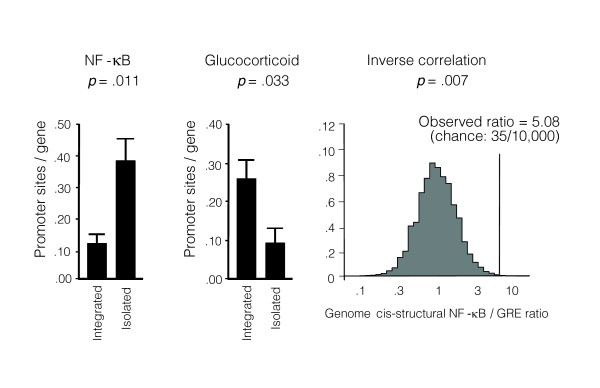
Transcriptional activity of GR and NF-κB signaling pathways. TELiS bioinformatics analysis assessed *trans*-activational activity based on the relative prevalence of GR and NF-κB response elements in the promoters of all 209 transcripts over-expressed in high- versus low-lonely individuals (data represent mean ± standard error prevalence of response elements within promoters from each group). Contributions of in-*trans *regulatory influences to the observed inverse skew of NF-κB and GR response elements within differentially expressing promoters was tested by comparison to a null distribution of genome-wide DNA *cis*-structural associations generated by 10,000 random samples of 209 transcripts assayed by Affymetrix U133A arrays.

#### NF-κB transcriptional response

To determine whether increased transcription of immune activation genes in high-lonely individuals might stem from increased activity of the pro-inflammatory NF-κB transcription control pathway, TELiS bioinformatics analyses also assessed the relative distribution of NF-κB/Rel response elements in differentially expressing promoters. Results showed a 2.9-fold greater prevalence of NF-κB/Rel motifs among promoters of genes over-expressed in socially isolated individuals relative to those over-expressed in socially integrated individuals (TRANSFAC V$CREL_01 motif: average 0.129 ± standard error 0.040 sites/promoter for genes over-expressed in socially integrated individuals versus 0.377 ± 0.086 in isolated; difference *p *= 0.0108 by *t*-test) (Figure 2). Similar results emerged in parametric sensitivity analyses, with an average 2.69-fold (± 0.47) difference across all 9 parametric combinations of promoter length and motif match stringency (*p *= 0.0069), and an average 1.30-fold (± 0.09) difference in analyses utilizing 5% FDR stringency in gene selection (*p *< 0.0001).

#### GR cross-regulation of NF-κB

Bioinformatic indications of a simulatneous decrease in transcription of GR target genes (.53-fold difference) and an increase in transcription of NF-κB/Rel target genes (2.69-fold difference) is consistent with the known cross-inhibition of those two pathways [37]. 

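Of 40 measured NF-κB target genes on the arrays, 26 had a ratio above 1 and 14 below, and CXCL8, PTGS2 and IL1B were the 3 at least 30% higher. The list mean was 6.94 ± 0.08 log2 units (SD, n = 8) in low-lonely and 7.05 ± 0.22 (SD, n = 6) in high-lonely individuals, with 4 of 6 high-lonely arrays above the low-lonely median (exact permutation p = 0.197, adjusted p = 0.641). Adjusted over the list alone, 0 members passed, as by limma over all genes, against 3 at an exact permutation p under 0.05, TNFAIP3 and, named after their values were seen, the NF-κB subunit REL at a ratio of 0.774 and the inhibitor TNIP1 at one of 1.11. In high-lonely 3, the array in which the neutrophil markers were highest, 17 of the 40 genes had their highest value, and without it the difference of the list means went from 0.11 to 0.03 (exact permutation p = 0.555).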

Combined TELiS analysis of both pathways yielded a net 5.08-fold skew in promoter TFBM distributions (ratio = 2.69/0.53). To ensure that this skewed motif prevalence reflected the effects of reciprocal signaling in *trans*, rather than an inverse relationship between NF-κB versus GRE TFBMs in the *cis*-regulatory structure of the human gene population, we assessed the whole-genome distribution of NF-κB/GRE prevalence ratios by computing TFBM prevalence ratios in a similarly sized random sample of all assayed genes (rather than the specific subset showing differential expression in social isolates). Relative to the distribution of *cis*-structural TFBM prevalence ratios generated by 10,000 random samples of 209 transcripts drawn from the 22,283 transcripts assayed by the Affymetrix U133A microarray, the 5.08-fold NF-κB/GRE skew observed in the promoters of differentially expressed genes was substantially greater than expected by chance under the genome-wide null distribution (Figure 2; two-tailed *p *= 0.0070). Similar results emerged in analyses estimating reciprocal NF-κB/GRE skew from the high-stringency 5% FDR criterion for differential gene expression (*p *= 0.014). Thus, the inverse correlation between NF-κB/Rel and GRE TFBM prevalence in promoters of isolation-linked genes likely reflects *trans*-activational influences rather than a population-level bias in the *cis*-structure of human promoters.

#### Medical and behavioral confounders

To determine whether loneliness-related alterations in the expression of NF-κB- and GRE-responsive genes might stem from variations in the prevalence of distinct leukocyte subsets within the mononuclear cell RNA pool [45-47], analyses of covariance (ANCOVA) were employed to adjust gene expression profiles for the relative prevalence of CD3, CD4, CD8, CD14, CD19, and CD56 transcripts prior to the identification of differentially expressed genes and subsequent TFBM bioinformatics. 

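The adjustment for subset transcripts was repeated with 5 of them, each regressed out of every transcript before the 30% criterion was applied to the residuals. With CD3, the mean of CD3D, CD3E and CD3G, 72 transcripts were higher and 122 lower in high-lonely individuals, and 49 and 107 of these were also among the transcripts without adjustment. CD4 left 76 higher and 108 lower, with 60 and 104 shared, and CD8, the mean of CD8A and CD8B, left 61 and 127, with 52 and 120 shared. Adjustment for the monocyte transcript CD14 gave 62 higher and 119 lower, with 48 and 112 shared. For CD56, read by NCAM1, the counts were 62 and 124, with 58 and 123 shared. The promoters of these genes were not scanned here.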

Consistent with the findings reported above ('Differential gene expression'), results continued to show a significant increase in NF-κB/GRE prevalence ratio in promoters from genes over-expressed in leukocytes from socially isolated individuals (all *p *≤ 0.0239).

To determine whether loneliness-related increases in NF-κB/GRE ratios might stem from correlated differences in other demographic, medical, psychological, social, or behavioral characteristics, additional ANCOVAs adjusted gene expression profiles for those characteristics prior to bioinformatic analysis of transcription control pathways. NF-κB/GRE ratios remained significantly elevated in high-lonely individuals following control for demographic factors (including age, gender, race, marital status, and household income; all *p *≤ 0.0249), other established psychological risk factors for disease (including depression, perceived stress, and hostility; all *p *≤ 0.0334), medical conditions (including hypertension, coronary artery disease, myocardial infarct, emphysema, rheumatoid arthritis, cancer, ulcers, and strokes or other neurological disorders; all *p *≤ 0.0395), other biomedical parameters (including body mass index and use of statins, beta-blockers, anti-inflammatory agents, diuretics, antidepressants, and other psychiatric medications; all *p *≤ 0.0486), and behavioral risk factors (including smoking and alcohol consumption; all *p *≤ 0.0085). Socially isolated individuals showed a nonsignificant trend toward greater diagnosed diabetes and use of anti-diabetic agents, but elevated NF-κB/GRE ratios continued to approach statistical significance despite control for those factors (both *p *≤ 0.0594).

As in previous studies [2,28], subjective social isolation (as measured by the UCLA Loneliness Scale) was only modestly correlated with the objective size of an individual's social network (as measured by the Social Network Index); r = +0.277, *p *= 0.3603. In analyses controlling for variations in objective social network density, NF-κB/GRE ratios remained significantly elevated in individuals experiencing chronically high levels of subjective social isolation (*p *= 0.0258). This result is consistent with previous findings that neuroendocrine function is more strongly related to subjective social isolation than to objective social network density [2,28].

To further distinguish between the effects of chronic loneliness and transient fluctuations in subjective social isolation (that is, state loneliness), we conducted ANCOVAs controlling for residual variance in UCLA Loneliness scores assessed during the specific study visit in which gene expression was assayed. Trait loneliness was assessed by the average UCLA score across study visits 1-3 (the basis for group classification), and state loneliness was quantified as the difference betweeen an individual's UCLA score at visit 4 or 5 (gene expression visit) and trait loneliness. Despite control for variations in state loneliness, gene expression profiles contrasting high versus low trait loneliness continued to show a significant elevation in the expression of NF-κB-/GRE-responsive genes (*p *= 0.0120).

#### Additional signaling pathways

To identify additional transcription control pathways that might contribute to isolation-linked differences in genomic activity, we carried out exploratory TELiS analyses of 190 other vertebrate TFBM motifs from the TRANSFAC database (Table 3). Two findings that emerged consistently across parameteric variations in analysis parameters involved increased activity of the CREB/ATF family of transcription factors (average 2.2-fold increase in promoter TFBM prevalence, *p *= 0.0044) and decreased activity of Octamer (Oct) family transcription factors (average 62.2% reduction, *p *= 0.0004) (Figure 3). 

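PRKAR1A, the type I alpha regulatory subunit that holds protein kinase A inactive until cyclic AMP binds, was read by 3 probe sets. The probe set 200604_s_at averaged 8.80 ± 0.33 log2 units (SD, n = 8) in low-lonely and 8.27 ± 0.44 (SD, n = 6) in high-lonely individuals, a ratio of 0.695 (exact permutation p = 0.0263, 0.0789 when adjusted over the 3 exact tests). The brightest, 200605_s_at, had a ratio of 0.934 (exact permutation p = 0.169) and 200603_at one of 1.11 (exact permutation p = 0.122). PRKACA, a catalytic subunit named here after its values were seen, had a ratio of 1.12 (exact permutation p = 0.00733) and was the 1 of 9 measured protein kinase A genes with an exact permutation p under 0.05, against 0 when adjusted over the list alone or over all genes with limma. The mean of the 9 genes differed by -0.04 (exact permutation p = 0.489, adjusted p = 0.728), to which limma's camera gave the opposite sign (adjusted p = 0.938, and adjusted p = 0.937 with an estimated correlation) and which was -0.08 without high-lonely 2 and -0.01 without high-lonely 6.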

Increased CREB/ATF activity is consistent with microarray indications that the *PRKAR1A *regulatory subunit of PKA was under-expressed in high-lonely participants, which could constitutively de-repress PKA signaling to CREB. 

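IKZF1, the lymphoid transcription factor Ikaros, was read by 4 probe sets that did not move together. The probe set 216901_s_at averaged 6.53 ± 0.39 log2 units (SD, n = 8) in low-lonely and 5.93 ± 0.54 (SD, n = 6) in high-lonely individuals, a ratio of 0.662 with 5 of 6 high-lonely arrays below the low-lonely median (exact permutation p = 0.037, 0.148 when adjusted over the 4 exact tests). The brighter probe sets 205039_s_at and 205038_at had ratios of 0.875 and 1.08 (exact permutation p = 0.233 and 0.19), the former at a log2 difference of -0.08 instead of -0.19 without low-lonely 6, and 220704_at had one of 0.906 (exact permutation p = 0.547).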

Decreased activity of Oct transcription factors is consistent with the observed under-expression of the Ikaros transcription factor (*ZNFN1A1*) and other B lymphocyte maturation markers.

**Figure 3:**
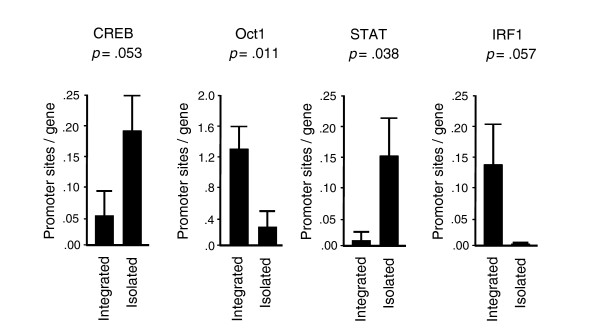
Transcription control pathways differentially active in high- versus low-lonely individuals. Data represent the mean (± standard error) prevalence of transcription factor-binding motifs in primary TELiS bioinformatics analysis of genes over-expressed in leukocytes from high- versus low-lonely individuals.

**Table 3:** Transcription factor-binding motifs in promoters of loneliness-related genes

TFBM	Low lonely	High lonely	Ratio	*t*	*df*	*p*
V$CEBP_Q2 (C/EBP)	0.714	0.340	0.476	-2.76	120.3	0.0067
V$OCT1_03 (Oct)	1.400	0.793	0.566	-2.60	115.7	0.0106
V$CREL_01 (NF-κB)	0.129	0.377	2.935	2.62	74.6	0.0108
V$GATA1_03 (GATA)	0.557	0.245	0.440	-2.52	120.2	0.0131
V$OCT1_04 (Oct)	0.086	0.000	0.000	-2.54	69.0	0.0132
V$OCT_C (Oct)	0.071	0.000	0.000	-2.30	69.0	0.0242
V$AHRARNT_01 (AHR)	0.043	0.208	4.843	2.28	65.4	0.0258
V$BARBIE_01 (BARBIE)	0.043	0.208	4.843	2.28	65.4	0.0258
V$GR_Q6 (GRE)	0.257	0.094	0.367	-2.17	112.1	0.0325
V$STAT_01 (STAT)	0.014	0.151	10.566	2.13	57.4	0.0376
V$TAL1BETAE47_01	0.057	0.000	0.000	-2.04	69.0	0.0447
V$TAL1ALPHAE47_01	0.057	0.000	0.000	-2.04	69.0	0.0447
V$IRF1_01 (IRF1)	0.086	0.000	0.000	-1.93	69.0	0.0572

TFBM: transcription factor-binding motif (V$ = TRANSFAC Vertebrate). Low lonely: average TFBM prevalence in promoters of genes up-regulated in low-lonely. High lonely: average TFBM prevalence in promoters of genes up-regulated in high-lonely. Ratio: high-lonely/low-lonely. *t *Statistic: Welch formula for unequal variances. *df*: continuous degrees of freedom for Welch unequal variance *t*-test. *p *value: two-tailed.

TELiS analysis utilizing default optimal parameter settings (Table 3) also identified several other signaling alterations associated with social isolation, including: activation of STAT family transcription factors that mediate signaling through multiple cytokine and growth factor receptors; reduced activity of IRF1, which responds specifically to type I interferons (consistent with the previously noted down-regulation of interferon response genes); and reduced activity of GATA family transcription factors. These results emerged as statistically significant in primary analyes, but were sporadically non-significant when TELiS analytic parameters were parametrically varied [41]. Indications of STAT, IRF1, and GATA alterations should, therefore, be considered provisional. Among 192 vertebrate transcription control motifs analyzed by TELiS, no others showed consistent differential activity in association with subjective social isolation.

## Discussion

This study provides the first systematic analysis of genome-wide transcriptional alterations as a potential mechanism of social-epidemiological influences on human health. Individuals who experience themselves as chronically isolated from others have an increased risk of several inflammation-related diseases [1-6], and the broad pattern of leukocyte transcriptional alterations identified in this study provides a framework for understanding that risk at the molecular level. Immune cells from people who report consistently high levels of subjective social isolation (loneliness) showed increased expression of genes controlling basic cellular transcription processes, cell cycle progression, pro-inflammatory cytokine signaling, and prostaglandin synthesis. Against this generalized backdrop of immunological activation, however, several functionally distinct subsets of immune response genes showed selective under-expression, including type I interferon response genes involved in innate antiviral resistance, and genes supporting antibody production and mature B lymphocyte function. These leukocyte transcriptional dynamics are consistent with clinical data indicating a complex pattern of host resistance alterations in social isolates, including increased risk of inflammation-mediated disease [1,2], accompanied by decreased resistance to viral infection [3,4,16,25] and impaired humoral immune response [29]. In addition to providing a molecular framework for understanding the biological mechanisms of social epidemiology [48,49], the present results provide a functional genomic target for the rational selection of biological interventions to remediate those effects. The transcriptional fingerprint of loneliness identified here may also provide a novel genomic biomarker for assessing the impact of such interventions prior to the onset of clinical disease.

A key contribution of the present study involves the use of recently developed structure/function bioinformatics to identify candidate upstream transcription control pathways that drive *in vivo *functional genomic alterations associated with social risk factors. Decreased activity of the anti-inflammatory GR pathway and reciprocal increases in NF-κB/Rel and JAK/STAT signaling represent plausible mediators of the increased immune activation profile observed in this study at the level of the leukocyte transcriptome. Reduced expression of GR-responsive genes is particularly remarkable in light of the fact that high-lonely individuals showed circulating cortisol levels that were broadly comparable to those of socially integrated individuals, and slightly higher during the late-day nadir in hypothalamic-pituitary-adrenal (HPA) axis output (consistent with previous findings) [27-30]. Thus, reduced expression of GR target genes in leukocytes from high-lonely individuals does not appear to stem from a failure of the HPA axis to maintain normal circulating cortisol levels, but rather from a reduction in GR-mediated transduction of that hormonal signal into the cellular transcriptome. This hypothesis is consistent with previous indications of receptor-mediated glucocorticoid insensitivity during behavioral stress [38,40], and with recently identified molecular mechanisms of GR transcriptional inhibition [37]. Loneliness was not associated with a reduction in GR (*NR3C1*) mRNA levels, suggesting that post-transcriptional modification of the GR is the most likely mechanism of transcriptional inhibition [37]. Further analyses will be required to identify the specific molecular locus of GR desensitization, but the broad alterations in inflammatory gene expression identified in the present study suggest that the GR's functional modification has physiological significance at the level of *in vivo *gene regulation. Thus, human genomic function is indeed sensitive to social environmental conditions, but transcriptional alterations may not always track alterations in neuroendocrine activity due to intervening variations in the activity of signal transduction pathways (for example, GR insensitivity).

This study has identified a clear genomic fingerprint of social isolation, and defined candidate transcription control pathways that may shape its expression, but several limitations must be considered when interpreting these results. First, the present findings are based on a relatively small number of individuals sampled from the low and high extremes of a social-epidemiological risk dimension, and thus require replication in larger samples that are more broadly representative of the total variation in human social phenotypes. However, it is remarkable that the size and inter-individual consistency of transcriptional alterations associated with subjective social isolation is sufficiently pronounced to reach high levels of statistical significance in a relatively small sample. It is unclear whether alterations in inflammatory signaling and gene expression would occur in other cell types besides leukocytes, or whether different patterns of transcriptional alteration might be observed in other tissues. It is also unclear whether the strong quantitative relationship between subjective social isolation and leukocyte transcriptional profiles observed here stems from a causal effect of social processes on gene expression (for example, via the neuroendocrine system), or whether differential gene expression in the immune system might instead drive variations in social behavior (for example, via effects of pro-inflammatory cytokines and prostaglandins on central nervous system function) [50]. The effects of acute 'sickness behavior' are unlikely to explain the present results because this study analyzed long-term individual differences in experienced loneliness (that is, consistently expressed over at least three years). However, longitudinal studies will be required to rule out the possibility that variations in chronic inflammation might potentially influence long-term individual differences in social behavior. This study's identification of a plausible neuroendocrine mediator of transcriptional alteration (GR signaling), which is known to relate to social phenotype in humans [27-30] and is causally impacted by experimental social isolation in animal models [11-14], is consistent with social influences on gene expression. Experimental manipulations of long term social behavior may ultimately be required to definitively establish causation in the human clinical setting. What is clear from this study's ancillary analyses is that relationships between gene expression and social isolation cannot be attributed to correlated differences in other known demographic, psychological, social, or medical risk factors (including perceived stress, depression, hostility, socio-economic status, and altered subset distributions within the circulating leukocyte pool). Ancillary analyses controlling for transient variations in loneliness also suggest that the transcriptional correlates of chronic subjective social isolation (trait loneliness) do not stem solely from transient variations in state loneliness. A persistent sense of social isolation appears to represent a distinct epidemiological risk factor that is associated with broad alterations in immune cell gene expression linked to reciprocal shifts in the activity of pro- and anti-inflammatory transcription control pathways.

There is controversy in the social epidemiology literature about whether the health risks of social isolation stem mainly from an objective lack of social contact (for example, diminishing physical, cognitive, or economic assistance) or from the subjective experience of social isolation (leading to perceptions of threat/uncertainty that activate neuroendocrine stress responses) [2,28,51]. In the present study, the functional genomic correlates of subjective social isolation were found to be largely independent of the objective size of an individual's social network. This result underscores the key role of subjective perceptual processes in transmitting the effects of social factors into physical biology via neuroendocrine alterations, and their subsequent impact on cellular gene expression [4,28,51,52]. Moreover, bioinformatics analyses identified several candidate transcription control pathways that could plausibly mediate those effects, including the inflammation-related GR, NF-κB/Rel, and JAK/STAT pathways, as well as the CREB/ATF, IRF1, GATA, and Oct families of transcription factors. These candidate 'social signal transduction pathways' provide a mechanistic basis for understanding social epidemiology in terms of molecular interactions between the human genome and the external socio-environmental stimuli that regulate cellular gene expression [26,48,49].

## Conclusion

These data identify a distinct transcriptional fingerprint of subjective social isolation in human leukocytes, which involves increased basal expression of inflammatory and immune response genes. Bioinformatic analysis of differentially expressed promoters suggests that these effects may be shaped by reduced activity of the anti-inflammatory glucocorticoid transcription control pathway and a complementary increase in activity of the pro-inflammatory NF-κB/Rel pathway. These data provide the first evidence that social-environmental risk factors are linked to global alterations in human gene transcription, and they establish a molecular context for understanding the increased risk of inflammatory disease observed in human beings who experience a chronic sense of subjective social isolation (loneliness). Dissociation between stable circulating cortisol levels and impaired glucocorticoid receptor-mediated transcription highlights the need to analyze social environmental risk at the level of the functional genomic dynamics that ultimately drive the expression of disease.

## Materials and methods

### Participants

Data come from the CHASRS - a 5-year cohort analysis of psychological, social, economic, and biomedical outcomes in 230 English-speaking men and women aged 50-67 years at study entry [43]. Annual study visits collected detailed biomedical, social, psychological, and economic assessments, including full medical histories, body mass index and waist circumference, diurnal measures of salivary cortisol, laboratory measures of autonomic nervous system activity, and psychometric measures of social network characteristics, stress, depression, and personality (detailed below). Health-relevant behavioral characteristics assessed include sleep quality, nutrition, exercise, memory and cognitive function. In 2005, 153 of the 166 remaining participants (92%) agreed to provide a 10 ml sample of peripheral blood for gene expression analysis. Gene expression analyses were carried out on samples from 14 individuals as outlined below. Procedures were approved by Institutional Review Boards at the University of Chicago and UCLA.

### Social isolation

Subjectively experienced social isolation was assessed by the UCLA-R Loneliness scale [53] at each yearly study visit. Biological samples from 10 individuals who consistently scored in the top 15% of the loneliness distribution during study years 1, 2, and 3, and 10 individuals who consistently scored in the bottom 15% during years 1, 2, and 3, were selected for analysis after matching for age, gender, and ethnicity. Two samples from low-lonely individuals and four samples from high-lonely individuals yielded insufficient RNA for reliable gene expression assay, and analyses are thus based on fourteen individuals (eight low-lonely, six high-lonely). Objective social isolation was assessed by the social network index [54].

### Background characteristics and confounders

Demographic, social, psychological, and medical characteristics were assessed using established instruments [43], including measures of depression [55], perceived stress [56], hostility [57], body mass index, physician-diagnosed medical conditions, use of anti-inflammatory agents (including non-steroidal anti-inflammatories), diuretics, statins, beta-blockers, anti-diabetic agents, and anti-depressants. Participants were free of infectious disease symptoms, major medical conditions, and anti-inflammatory medications at the time of data collection. Samples were collected between 10 am and 2 pm (median = 11 am for both groups).

### Leukocyte gene expression

Total RNA was extracted from 10^7 ^circulating leukocytes (mononuclear cells collected from a 10 ml antecubital venipuncture sample and isolated by ficoll density gradient centrifugation; RNAlater/RNeasy, Qiagen, Valencia, CA, USA), and 5 μg of the resulting RNA was assayed using Affymetrix U133A high-density oligonucleotide arrays [58] in the UCLA DNA Microarray Core as previously described [41,59]. Robust multiarray averaging [60] was applied to quantify expression of the 22,283 assayed transcripts, and differentially expressed genes were identified as those showing ≥30% difference in mean expression levels in samples from high- versus low-lonely individuals (corresponding to a FDR of 10%) [59]. Functional characteristics of individual genes were identified through GO annotations, Gene References into Function annotations, and PubMed literature links retrieved through NCBI Entrez-Gene [61]. Functional commonalities among multiple differentially expressed genes were identified using GOstat [62] with default stringency parameters (Benjamini FDR <0.10) [44]. A full list of differentially expressed genes is provided in Additional data file 1, and raw data are deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO Series GSE7148).

### RT-PCR

Transcripts identified as differentially expressed in microarray analyses were independently assayed by quantitative real-time RT-PCR using TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA, USA): *IL8 *(Hs00174103_m1), *CDC25B *(Hs00244740_m1), *IL1B *(Hs00174097_m1), *EGR1 *(Hs00152928_m1), *FOSB *(Hs01547109_m1), *PTGS2 *(Hs00153133_m1), *IFI6/G1P3 *(Hs00242571_m1), *GAPDH *(Hs99999905_m1). We also verified microarray indications of equivalent expression of GR mRNA, *NR3C1 *(Hs00353740_m1). Assays for each sample (*n *= 14) were carried out in triplicate using an iCycler instrument (Biorad, Hercules, CA, USA), Quantitect Probe RT-PCR enzymes (Qiagen), and the manufacturer's recommended 1-step thermal cycling protocol. *ISGF12 *was assayed using published primer sequences and reaction conditions [33]. Threshold cycle numbers for each analyte were normalized to GAPDH for analysis. A multivariate analysis of variance (MANOVA) tested group differences among all analytes simultaneously, and independent sample *t*-tests assessed differential expression of each individual transcript.

### Transcriptional mediation analysis

A 2-sample variant of TELiS [63] identified upstream signal transduction pathways driving differential gene expression [41]. Primary analyses compared the prevalence of vertebrate V$GR_Q6 and V$CREL_01 TFBMs from the TRANSFAC database [64] in promoters of genes over-expressed in high- versus low-lonely individuals. Primary analyses utilized default scan parameters [41] and identified differences in TFBM prevalence using *p *values from an independent sample *t*-test with Welch's correction for heteroscedasticity [65]. To assess the robustness of results to technical variations, sensitivity analyses examined parametric variations of promoter length (-300 bp relative to RefSeq transcription start site, -600 bp, and -1,000 bp to +200), and motif match stringency (MatSim = 0.80, 0.90, 0.95) [41]. Sensitivity analyses also tested the impact of increasing stringency in the definition of differential gene expression (capture based on 1.5-fold change, corresponding to 5% FDR) [59].

Ancillary analyses utilized ANCOVA [65] to control for potential confounding between subjective social isolation (denoted *x*) and other demographic, psychological, or medical covariates (denoted *c*) that might influence gene expression. In these analyses, the profile of expression of each gene across participants (denoted *y*) was first adjusted to remove any variance attributable to a covariate (based on the general linear model *y *= *c *+ *e*), and the residual covariate-adjusted gene expression profile (*e*) was then tested for significant difference as a function of social isolation (that is, in the general linear model *e *= *x *+ *z*, where *z *represents residual error) [65]. Genes identified as differentially expressed based on analysis of covariate-adjusted expression profiles were then analyzed as described above for differential prevalence of promoter TFBMs.

Reciprocal activity of NF-κB response elements and GREs was quantified by log-transformed prevalence ratios (NF-κB TFBM prevalence/GRE TFBM prevalence) in promoters of differentially expressed genes. Welch *t*-tests evaluated statistical significance of reciprocal bias (log ratio ≠ 0), and a Monte Carlo random sampling analysis assessed the probability that observed biases stemmed from an inverse relationship between GRE and NF-κB response elements within the *cis*-structure of the human promoter population (rather than the *trans*-activational activity targeted by TELiS). Monte Carlo analysis involved 10,000 cycles in which: 1.) a random set of genes equivalent in number to those found to be differentially expressed in socially isolated versus integrated individuals were sampled from the population of human genes assayed by the Affymetrix U133A array; and 2.) the NF-κB/GRE prevalence ratio was calculated for each random sample. The resulting sampling distribution of 10,000 null hypothesis ratios quantified the probability that a random set of human genes would generate a NF-κB/GRE prevalence ratio greater than or equal to that shown by the observed set of differentially expressed genes.

Following hypothesis-driven analyses of NF-κB/Rel and GR activity, additional exploratory analyses analyzed the prevalence of 190 other vertebrate TFBMs in the TELiS database [41], including parametric variations of promoter length and motif match stringency to evaluate the sensitivity of results to analytical parameters.

### Glucocorticoid level

HPA axis activity was assessed by radioimmunoassay of cortisol concentrations in saliva samples collected immediately on waking (0 h), 30 minutes later (0.5 h), and immediately prior to evening repose (16 h), on 3 consecutive days during each of 3 study years [27]. Log-transformed cortisol concentrations were analyzed using mixed effect linear models (SAS PROC MIXED; SAS Institute, Cary, NC, USA) treating time of day as a 3-level repeated-measures factor or a linear effect in hours post-awakening (0, 0.5, 16). Day (1-3) and year (1-4) were modeled as repeated measures, and individual differences in cortisol level and diurnal decline were modeled as a random effects nested within low- versus high-loneliness.

### C-reactive protein

Systemic inflammatory biology was assessed by circulating levels of CRP. Blood spot samples obtained during study years 2, 3, and 4 were analyzed using a high-sensitivity enzyme immunoassay [66], and longitudinal observations on each participant were analyzed using a mixed effect linear model (SAS PROC MIXED) in a Year (2, 3, and 4, treated as a repeated measure) × Loneliness (high versus low) factorial design. Aberrantly high CRP values were identified by standard outlier detection algorithms (SAS PROC UNIVARIATE) and excluded from analysis because they were likely to reflect the effect of acute infection rather than chronic inflammation.

## Abbreviations

ANCOVA, analysis of covariance; CHASRS, Chicago Health Aging and Social Relations Study; CRP, C-reactive protein; FDR, false discovery rate; GO, Gene Ontology; GR, glucocorticoid receptor; GRE, glucocorticoid response element; HPA, hypothalamic-pituitary-adrenal; IRF, interferon response factor; JAK/STAT, Janus kinase-signal transducer and activator of transcription; NF, nuclear factor; TELiS, Transcription Element Listening System; TFBM, transcription factor-binding motif.

## Authors' contributions

SW Cole: Study conception, research design, data collection, data analysis, manuscript production.

LC Hawkley: Data collection, data analysis, manuscript production.

JM Arevalo: Data collection and assays, manuscript production.

CY Sung: Data collection and assays, manuscript production.

RM Rose: Study conception, manuscript production.

JT Cacioppo: Study conception, research design, data collection, data analysis, manuscript production.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a table listing transcripts identified by microarray analysis as differentially expressed in leukocytes from high- versus low-lonely individuals. Additional data file 2 is a figure presenting results of confirmatory RT-PCR analyses verifying differential expression of selected transcripts.

## Supplementary Material

Additional data file 1 Transcripts identified by microarray analysis as differentially expressed in leukocytes from high- versus low-lonely individuals. Click here for file

Additional data file 2 Results of confirmatory RT-PCR analyses verifying differential expression of selected transcripts. Click here for file

# Supplementary material for: Social regulation of gene expression in human leukocytes
**Source:** Genome Biol. 2007 Sep 13;8(9):R189. doi: 10.1186/gb-2007-8-9-r189
**Supplement:** Additional data file 1 — Transcripts identified by microarray analysis as differentially expressed in leukocytes from high- versus low-lonely individuals.

**ADF1. Genes differentially expressed in individuals experiencing high vs. low levels of subjective social isolation.**

1. Data values given in log2
2. 

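Additional data file 1 lists, for each transcript, the mean log2 expression of the low-lonely and of the high-lonely individuals and the ratio of the means after both are taken back to the linear scale, so that a ratio of 2 stands for a doubling and one of 0.50 for a halving. Because averaging was done on the log scale, the ratio is one of geometric means. The copy used here holds 201 of the table's 209 transcripts, 78 higher and 123 lower, which is why no overlap test was run on it. For all 201, both group means and the ratio matched those of the deposited values within 0.01. Of the transcripts listed as higher, 7 have a ratio under 1.30 before rounding, and 77 of the 201 had an exact permutation p under 0.05.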

Ratio: Expression in High-Lonely / Expression in Low-Lonely. 1.30 = 10% FDR, 1.50 = 5% FDR
3. Correlation between gene expression and quantitative UCLA Loneliness score

# Supplementary material for: Social regulation of gene expression in human leukocytes
**Source:** Genome Biol. 2007 Sep 13;8(9):R189. doi: 10.1186/gb-2007-8-9-r189
**Supplement:** Additional data file 2 — Results of confirmatory RT-PCR analyses verifying differential expression of selected transcripts.

**ADF2. RT-PCR verification of microarray differential expression results.** Transcripts identified as differentially expressed in microarray analyses were independently assayed by quantitative real-time RT-PCR. Results show the fold-difference in transcript abundance (normalized to GAPDH) for high- vs. low-lonely individuals (mean ± standard error), with *p*-values indicating statistical significance by independent sample *t*-test. Multivariate analysis of variance assessed the differential expression of all transcripts simultaneously (*p* < .0001).

How the deposited data were processed for this re-analysis (not part of the article)

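Gene expression was measured in peripheral blood mononuclear cells of 14 individuals, 8 low-lonely and 6 high-lonely, with 1 Affymetrix U133A array per individual. The log2 values used here are those the authors deposited, made by robust multiarray averaging (RMA) with background correction, quantile normalization across arrays and a summary per probe set. The version of RMA was not given in the sources used here. The table holds 22283 probe sets without a filter, and the array medians lay between 5.67 and 5.72. Probe sets were named through the platform annotation, updated through gene identifiers, of which 99.9% were found in the gene table. Of the probe sets, 19071 named 1 gene, 1043 several and 2169 none, and the first kind covered 11963 genes.

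From these values, the group difference of each transcript was computed as the mean log2 value of the high-lonely minus that of the low-lonely arrays. A ratio of 1.30 or more counted as higher and a ratio of 0.70 or less, rounded to 2 decimals, as lower. Single transcripts and list means were tested with an exact 2-sided permutation test over all 3003 splits of the arrays, whose smallest p is 0.000333, with Benjamini-Hochberg adjustment within each family. All 22215 transcripts other than the 68 Affymetrix controls were fitted with limma (lmFit and eBayes) and adjusted over all of them. The software was R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The number of arrays limits the precision.

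There were 24 gene lists: type I interferon response, B lymphocyte, immunoglobulin chains, plasma cell, T lymphocyte, natural killer and cytotoxic, monocyte, dendritic cell, neutrophil, granulocyte precursor granule, platelet, erythroid, immediate-early response, pro-inflammatory cytokines and mediators, NF-κB target genes, glucocorticoid-induced genes, cell cycle and proliferation, cell cycle inhibitors, SWI/SNF complex, MHC class II, cluster histones, apoptosis regulators, protein kinase A and RNA splicing factors. Each gene was read by its probe set with the highest mean over the 14 arrays. Limma's camera, with a preset correlation of 0.01 and with an estimated one, and fry were run on the same lists. Another 14 lists held the genes the study names, and these were chosen on the same arrays. Some of those genes are also members of the 24 lists.

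The genes named are those the paper names for the arrays, with some of these, among them DCTN1 and HNRPL, left out. For these genes a probe set past the 30% criterion was read where one existed. Read by the brightest probe set instead, 3 of 5 chromatin regulators and 3 of the 6 genes of apoptosis, TGFB1 and CLU met it. The 10 highest and 10 lowest ratios among probe sets of a single gene and genes past limma's threshold are named too. So are up to 4 members of each list in each direction that met the 30% criterion and up to 3 members of a list near no change. Additional data file 1 had been seen before this rule was written, so its ratios count as seen. Genes named outside the rule are marked as chosen after their values were seen.

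The limma fit was tested on simulated data with the spread of the real transcripts, 22215 in number and 8 against 6 arrays. Of 50 transcripts changed by each fold, it recovered 68% at 1.3-fold, 84% at 1.5-fold, 90% at 2-fold and 100% at 3-fold, with 5 unchanged transcripts called. The 30% criterion was met by 12, 43, 50 and 50 of them, and by 235 unchanged transcripts, 162 higher and 73 lower. Recovery was not tested for transcripts that vary together. Real ones did within lists, at an estimated correlation of 0.80 for interferon and 0.71 for platelet genes. The figures are thus no measure of the power behind the 0 calls on the real arrays.

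The alternatives were arithmetic means, group medians, repeated quantile normalization, median centering, a mean log2 value of at least 6, 1 probe set per gene, a reciprocal threshold, 50% and 1.5-fold criteria, a looser adjusted p of 0.1, limma's treat at 1.3-fold, limma with trend and robust or with array weights, limma with the B lymphocyte, platelet, neutrophil or monocyte list mean as a covariate, list medians, all probe sets of a list's genes, the replicate number as a block and leaving out each array. The criterion was also applied after adjustment for the subset transcripts, in 2 steps and in 1 model. The 3'/5' control ratio as a covariate, a pair of arrays left out together, rounding of the ratio and the mean of the NR3C1 probe sets were added after seeing the data. Correlations were tested with 100000 permutations, and 100 splits of the arrays were drawn for counts of transcripts. The promoter response elements, the RT-PCR values, the cortisol and C-reactive protein measures and the covariates of individual participants were not analysed here, and neither were probe sets of several genes in the gene lists.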

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

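Of the tests of the 3 patterns weighed here, all but the one on a probe set's place in its transcript were chosen after the result was seen. Within each group, the gap between the most extreme array and its nearest neighbor was divided by the range of the group. Of 312 groups tested, 39 exceeded Dixon's 95% critical value, where chance gives about 1 in 20, or 15.6.

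Low-lonely 7 had the highest value of its group, at a gap ratio of 0.728, for the type I interferon list, and at ratios of 0.905 for IFI27, 0.813 for XAF1, 0.719 for RSAD2, 0.706 for BST2, 0.643 for ISG15, 0.631 for IFI44L, 0.614 for IFIT1, 0.576 for IFI6 and 0.565 for IFI44, and the lowest for CD4, at 0.568. High-lonely 3 had the highest value of the NF-κB target list (0.694), CXCR2 (0.900), EGR3 (0.865) and a probe set of EGR1 (0.814), and the lowest of CD3E (0.677). Low-lonely 4 had the highest value of the cell cycle list (0.684), the neutrophil list (0.532), RRM2 (0.668), NAIP (0.643), PCLAF (0.591) and TYMS (0.565). High-lonely 4 had the highest value of the erythroid list (0.721), the granulocyte precursor granule list (0.646), NXF3 (0.918), SLC25A37 (0.807) and SMC3 (0.641), and the lowest of ZBTB16 (0.754). Low-lonely 3 was highest for TNFAIP3 (0.578), NKTR (0.569) and the GAPDH 3'/5' control (0.534). Low-lonely 2 was highest for PTGS2 (0.545) and the erythroid list (0.5264), and low-lonely 5 highest for DDX17 (0.702) and lowest for MAN2C1 (0.528). In the remaining arrays, high-lonely 5 was highest for NAIP (0.698), high-lonely 2 lowest for the MHC class II list (0.633), low-lonely 1 lowest for a probe set of NCAM1 (0.555) and low-lonely 6 highest for a probe set of IKZF1 (0.545).

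The type I interferon genes stood 2.09 log2 units above the low-lonely median in low-lonely 7. Among 10 lists of cell type markers the largest deviation in that array was 0.525, that of the B lymphocyte list, far below the interferon list, which argues against added cells of another type. The 3'/5' control ratio of the array ranked 10 of 14 from the highest, which argues against RNA quality. Normalization shifts transcripts of the same signal level in an array together, and 0.111% of those of the same level as the list's members deviated as much as its median of 1.73 (5th to 95th percentile -0.28 to 0.39), which argues against the authors' normalization. A difference between the groups stays open too, at -0.09 for the list without that array.

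In high-lonely 3 the immediate-early genes stood 1.07 and the neutrophil genes 1.18 log2 units above the low-lonely median, with 16 of 22 neutrophil markers at their highest. Although the density gradient of the paper's methods removes most neutrophils, those left in that preparation are a candidate explanation for its inflammatory and immediate-early transcripts, with CXCR2 at 8.27 against a median of 6.06 and CSF3R, FPR1, S100P, AQP9 and CXCR1 also highest there. Against that, FCGR3B, an abundant neutrophil transcript, ranked 2 and S100A12, which monocytes also express, ranked 7. Of the transcripts of the same signal level 0.16% deviated in that array as much as the immediate-early median of 1.01 (5th to 95th percentile -0.49 to 0.40), which argues against the authors' normalization. Activation of the cells themselves, and loneliness, which the design names, stay open as untested.

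Within the groups, the score of the transcripts past the 30% criterion and the 3'/5' control ratio had a Pearson r of 0.473 (permutation p = 0.088, n = 14) and a Spearman rho of 0.525 (permutation p = 0.066), neither under 0.05, with an r of 0.726 in low-lonely and 0.279 in high-lonely arrays and of 0.808 without the 2 arrays farthest from the median of the ratio. For 70 genes with further probe sets, those differed in the same direction for 53, by a median of 0.08 log2 units (0.0762) against 0.55 for the probe sets past the criterion, which were chosen for their size. RNA quality, a probe set's place in its transcript and loneliness cannot be told apart by these tests, since the correlation does not decide, the ratio of the control probe sets stood higher in the high-lonely group without passing when adjusted (adjusted p = 0.102 for GAPDH and ACTB), and the probe sets were picked for the pattern. With the ratio as a covariate, 35 of the 71 higher and 59 of the 131 lower transcripts were shared.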

How the results depend on the processing

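The 3'/5' covariate, the pair of arrays left out together, rounding of the ratio, the mean of the NR3C1 probe sets, all tests on splits and the arrays left out of the control ratios were chosen after seeing the data; the other alternatives were not. Over 170 results and 1262 alternative values, 1103 kept their side of the threshold or, for counts, stayed within 1.5 times, 87 no longer passed it, 47 newly passed it, 25 counts or values moved and 0 called results reversed. Of 24 lists, 12 changed sign under an alternative. Of 127 single probe sets 15 changed sign, none of them among the 45 with an exact p under 0.05. Of the 45, 22 stayed under 0.05 whichever array was left out. With the replicate number as a block 12 did, in a coarse test on 6 within-number differences that few results can pass. With group medians 35 stayed under 0.05, with arithmetic means 40 and with repeated quantile normalization 45. Limma made 0 calls under all 28 alternatives, with a lowest adjusted p of 0.282 and 971 to 1929 transcripts at an unadjusted p under 0.05 when single arrays were left out. The causes of the following changes were not tested, apart from criteria that count fewer or more transcripts by construction.

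The 71 higher transcripts were 17 at 50%, 142 with arithmetic means, 129 with group medians, 45 with 1 probe set per gene, 197 with the 3'/5' covariate and 61 to 170 when single arrays were left out, with 116 without low-lonely 3, 116 without high-lonely 4 and 170 without high-lonely 5. The 131 lower transcripts were 270 with the reciprocal threshold, 9 at 50%, 82 at 1.5-fold, 54 with 1 probe set per gene and 102 to 194 when single arrays were left out. The lower share was 64.9%, against 34.6% at 50%, 48.0% with arithmetic means, 54.5% with 1 probe set per gene, 79.2% with the reciprocal threshold, 82.8% at 1.5-fold, 37.5% with the covariate, 52.3% without low-lonely 7 and high-lonely 3, 52.5% without high-lonely 5 and 54.3% without high-lonely 6. After adjustment for CD3, CD4, CD8, CD14 and CD56, the reciprocal threshold gave 244, 242, 253, 239 and 255 lower transcripts, and all 5 in 1 model gave 105 higher ones. With its preset correlation, camera called 9 lists, among them interferon (2.76e-06), B lymphocyte (5.30e-04), immunoglobulin (7.14e-07), immediate-early (0.0110) and cell cycle (2.39e-05), and with an estimated correlation it called 0, at adjusted p values of 0.641 for these lists and 0.654 for immediate-early.

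Of the RT-PCR transcripts' probe sets, 4 had an exact p under 0.05, against 2 with group medians and 2 to 4 when single arrays were left out, 2 of them without high-lonely 2 or high-lonely 3. The log2 difference of NR3C1 201865_x_at ranged from 0.21 to 0.34 when single arrays were left out, that of 201866_s_at from 0.0836 to 0.133 and was 0.0976 with medians, and that of 211671_s_at from 0.15 to 0.25. The 3'/5' difference ranged from 0.12 to 0.23 for GAPDH and from 0.15 to 0.25 for ACTB, lowest without high-lonely 1.

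The groups share replicate numbers, and 3 of 6 same-numbered pairs correlated at over 0.1 (range -0.26 to 0.20) while 0 of 6 high-lonely arrays were closest to their own number, so the numbers do not pair the arrays. With the number as a replicate block, the log2 difference of NR3C1 was 0.32 for 201865_x_at and 0.12 for 201866_s_at, and 1 RT-PCR probe set had an exact p under 0.05. Those p values rest on 6 within-number differences and come in coarse steps. A p above 0.05 there decides nothing. Limma made 0 calls with the block. The promoter motif alternatives were not run.

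Among 100 splits of the arrays into 8 and 6, the real one included, 91 gave at least as many higher transcripts as the real 71. The highest was 421. At least as many lower transcripts as the real 131 came from 6 splits, with 214 the highest. For the real total of 202, 47 of the 99 other splits gave at least as many, with a median of 197. Chance cannot be excluded for these counts. A lower share of at least the real 64.9% came from 4 of the 100 splits, with 81.4% the highest of the others and a median of 26.0%, and over all 3003 splits from 59 (0.0196). With arithmetic means 593 of the 3003 (0.197) gave at least the real share of 48.0%. When high-lonely 5 was left out, 114 of 1287 (0.0886) gave at least the real 52.5%. The share is 1 of several such tests, unadjusted, so chance is not taken as excluded for it. An unadjusted limma p under 0.05 was reached by 1350 transcripts, and by at least as many in 20 of the 99 other splits, with a median of 868 and 3307 the highest. For limma, all 100 splits gave at least as many calls as the real 0, by construction, and decide nothing; the highest of the others was 3.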

Differences from the paper's values

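All values here come from tests fixed before the deposited values were examined except where a sentence says otherwise. For the difference in NR3C1 expression, the paper's p is 0.112, and the exact permutation p of the 4 probe sets was 0.0236 for 201865_x_at, 0.0493 for 201866_s_at, 0.0616 for 211671_s_at and 0.930 for 216321_s_at. With the replicate number as a block the p was 0.0938 for 201865_x_at, 0.156 for 201866_s_at and 0.125 for 211671_s_at, within 1.5 times the paper's, while it was not for 216321_s_at (0.750). That test rests on the 6 within-number differences, so its p takes few, widely spaced values. The numbers do not pair the arrays, so this closeness decides nothing. Arithmetic means, group medians and repeated quantile normalization left each of the 4 more than 1.5 times from the paper's p, as did the mean of the 4 probe sets, chosen after seeing the values (0.0276). Without 1 array the p reached at most 0.0684 for 201865_x_at, 0.112 for 201866_s_at and 0.143 for 211671_s_at, and at least 0.434 for 216321_s_at.

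The paper counts 78 transcripts as over-expressed, and 71 had an unrounded ratio of 1.30 or more here. Rounding the ratio to 2 decimals, chosen after seeing the values, gave 78. The paper counts 131 as under-expressed, as here, and its 209 transcripts represent 144 distinct named genes, where the 202 here named 131. The paper describes NR3C1 expression and all subset transcripts as within narrow bounds of each other, with under 15% for NR3C1 on the arrays, and here 201865_x_at was 22.2%, 211671_s_at 15.3%, 201866_s_at 7.52% and 216321_s_at 0.728% higher, and the mean of the 4, chosen after seeing the values, 11.1%. CD3D was 12.3% and CD3E 11.2% higher, while 12 of the 14 subset probe sets differed by less than 10%. A probe set of NCAM1 had an exact permutation p of 0.123, and the other 13 lay above 0.20. The paper lists DUSP1 among the over-expressed and TGFB1 among the under-expressed genes, and here their ratios were 1.12 and 0.984.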

Other observations

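The correlations between lists and the covariate were chosen after the result of the histone list was seen, and the tests of the list and of the components were not. Replication-dependent histone genes of the large cluster are transcribed mainly as cells copy their DNA. All 8 measured members had a ratio below 1 in high-lonely individuals, among them H2BC9 at 0.616 (exact permutation p = 0.0273), H2AC6 at 0.683 (exact permutation p = 0.179) and H4C8, named after its values were seen, at 0.739 (exact permutation p = 0.044). The list mean was 7.03 ± 0.45 log2 units (SD, n = 8) in low-lonely and 6.69 ± 0.44 (SD, n = 6) in high-lonely individuals, lower than the low-lonely median in 5 of 6 (exact permutation p = 0.186, adjusted p = 0.641 over the 24 lists). Their difference of -0.34 was -0.19 without high-lonely 6 and -0.13 with the 3'/5' control ratio as a covariate. When adjusted over the list alone 0 members passed, as by limma over all genes, against 2, H2BC9 and H4C8, at an exact p under 0.05. Limma's camera placed the list lower at an adjusted p of 9.34e-04, and at an adjusted p = 0.641 with an estimated correlation. Within the groups the list went with the platelet list (Pearson r 0.777, permutation p = 7.90e-04, n = 14) and the protein kinase A list (r 0.725, permutation p = 0.0058), the highest of the other 23 lists, while its r with the cell cycle list was -0.06 (permutation p = 0.837).

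The first principal component of the 14 arrays held 20.3% of the variance and correlated with the 3'/5' control ratio at a Pearson r of -0.816, with an exact permutation p of 0.237 for the difference between the groups.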
